# Long Non-Coding RNA Expression Profiling of Mouse Testis during Postnatal Development

**DOI:** 10.1371/journal.pone.0075750

**Published:** 2013-10-10

**Authors:** Jin Sun, Yi Lin, Ji Wu

## Abstract

Mammalian testis development and spermatogenesis play critical roles in male fertility and continuation of a species. Previous research into the molecular mechanisms of testis development and spermatogenesis has largely focused on the role of protein-coding genes and small non-coding RNAs, such as microRNAs and piRNAs. Recently, it has become apparent that large numbers of long (>200 nt) non-coding RNAs (lncRNAs) are transcribed from mammalian genomes and that lncRNAs perform important regulatory functions in various developmental processes. However, the expression of lncRNAs and their biological functions in post-natal testis development remain unknown. In this study, we employed microarray technology to examine lncRNA expression profiles of neonatal (6-day-old) and adult (8-week-old) mouse testes. We found that 8,265 lncRNAs were expressed above background levels during post-natal testis development, of which 3,025 were differentially expressed. Candidate lncRNAs were identified for further characterization by an integrated examination of genomic context, gene ontology (GO) enrichment of their associated protein-coding genes, promoter analysis for epigenetic modification, and evolutionary conservation of elements. Many lncRNAs overlapped or were adjacent to key transcription factors and other genes involved in spermatogenesis, such as *Ovol1*, *Ovol2*, *Lhx1*, *Sox3*, *Sox9*, *Plzf*, *c-Kit*, *Wt1*, *Sycp2*, *Prm1* and *Prm2*. Most differentially expressed lncRNAs exhibited epigenetic modification marks similar to protein-coding genes and tend to be expressed in a tissue-specific manner. In addition, the majority of differentially expressed lncRNAs harbored evolutionary conserved elements. Taken together, our findings represent the first systematic investigation of lncRNA expression in the mammalian testis and provide a solid foundation for further research into the molecular mechanisms of lncRNAs function in mammalian testis development and spermatogenesis.

## Introduction

The mammalian testis is the site of spermatogenesis and testosterone production, so it plays a central role in the male reproductive system. Spermatogenesis is the primary biological process in the testis and produces mature haploid spermatozoa from diploid spermatogonia. This developmental process is complicated, and involves a series of cellular differentiation and cell biological events, including spermatogonial proliferation, meiosis of spermatocytes and morphological changes of round spermatids [1], [2]. Elucidation of the molecular mechanisms underlying spermatogenesis is important for our understanding of the genetic regulation of normal male germ cell development. Importantly, this understanding can also direct strategies for clinical diagnosis and therapy of male infertility. Therefore, investigations into the molecular mechanisms of testis development and spermatogenesis are prominent in the field of reproductive biology. To date, these investigations have largely focused on the role of protein-coding genes and small non-coding RNAs, including microRNAs (miRNAs) and piwi-interacting RNAs (piRNAs). The unprecedented advances in high-throughput technologies, such as microarray screening and transcriptome sequencing, have delivered significant advances in the exploration of testis development and spermatogenesis. So far, gene expression profiling, proteome profiling, miRNA profiling, piRNA profiling during testis development or spermatogenesis in mouse have been investigated [3]–[7].

Long non-coding RNAs (lncRNAs) represent a novel class of regulatory molecule, which are arbitrarily defined as transcripts of more than 200 nucleotides (nt) in length that lack significant open reading frames [8]. Advances in genome-wide analyses of the mammalian transcriptome have revealed lncRNAs as a major class of transcript, that is pervasively transcribed [9]. Most lncRNAs are transcribed by RNA polymerase II and possess a 5’ methyl cap as well as a polyadenylated tail, similar to protein-coding mRNAs [10]. Numerous lncRNAs are expressed in a tissue/cell type-specific pattern or in a developmental stage-specific manner [11]–[13]. However, they exhibit very low sequence conservation compared to protein coding genes [14], prompting some to argue that lncRNAs may simply be “transcriptional noise” [15]. Nevertheless, accumulating evidence indicates that lncRNAs are not the "dark matter" of the genome, but that they play significant regulatory roles in various biological processes, including X-inactivation, genomic imprinting, cell differentiation, cell apoptosis, stem cell pluripotency, brain development, retina development, nuclear trafficking, heat shock response, and genome rearrangement [16], [17]. In addition, lncRNAs are also associated with a variety of diseases, such as cancer, neurological disorders, heart disease, and autoimmune disorders [18]. Surprisingly, the mechanisms of action of lncRNAs are so diverse that they can modulate gene expression at multiple levels (e.g. transcriptional, post-transcriptional or epigenetic level). For example, lncRNAs can directly interact with a promoter or exon of a target gene, can regulate alternative splicing of pre-mRNA, and the expression of microRNAs and translation. LncRNAs can also modulate protein activity through binding to a target protein and can generate functional small RNAs as precursors. In addition, lncRNAs can mediate epigenetic changes by recruiting chromatin remodeling complexes to specific genomic loci, such as polycomb repressive complex 1 (PRC1), polycomb repressive complex 2 (PRC2), G9a complex, LSD1/CoREST/REST complex, TLS/CBP/p300 complex, and MLL/WDR5 complex [19], [20].

To date, very few studies on the roles of lncRNAs in mammalian testis development and spermatogenesis have been reported. Lee et al. identified a total of 50, 35 and 24 potential lncRNAs from type A spermatogonia, pachytene spermatocytes, and round spermatids, respectively, through searching SAGE data. Candidates were BLAST searched, mapped and RNA secondary structures were compared against various ncRNA databases. They found that levels of some lncRNAs decreased significantly following induction of differentiation by retinoic acid and the levels of several lncRNAs were decreased by more than a 1000-fold [21]. A recent study revealed that an X-linked gene, *Tsx*, located within the X-inactivation center, is actually a new member of the lncRNA family and is abundantly expressed in meiotic germ cells. *Tsx* mutant male mice have smaller testes resulting from pachytene-specific apoptosis, indicating that Tsx performs general functions in male germ cell development [22]. Another recent study found that a lncRNA, *meiotic recombination hot spot locus* (*mrhl*), negatively regulates Wnt signaling in mouse spermatogonial cells through its protein partner Ddx5/p68 [23].

However, our knowledge of the overall expression status of lncRNAs during post-natal development of the mammalian testis is still very limited. To understand roles of lncRNAs in mammalian testis development and spermatogenesis, we first utilized high throughput microarray screening to investigate lncRNA expression profiles of neonatal (6-day-old) and adult (8-week-old) mouse testes. By comparing the lncRNA expression profiles from two developmental stages, we identified differentially expressed lncRNAs. We further examined their genomic context, the gene ontology (GO) enrichment of their associated protein-coding genes, the epigenetic state of their promoter regions and the presence of evolutionary conserved elements. Our data indicate that lncRNAs are likely to play an important role in testis development and spermatogenesis and provide an important foundation for future research in this field.

## Results

### Overview of lncRNA and mRNA profiles in neonatal and adult mouse testes

To examine the lncRNA expression profiles of the mouse testis during post-natal development, we interrogated a commercial mouse lncRNA microarray (stringent version, Arraystar) with RNA isolated from neonatal (6-day-old, N) and adult (8-week-old, A) mouse testes. This microarray contains 14,724 lncRNA probes collected from RefSeq_NR, UCSC_knowngenes, NRED, Fantom 3.0, and 22,635 mRNA probes. 

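Each age was measured on 3 arrays, 1 per biological replicate, with RNA from whole testes of 21 neonatal mice (6 days old) and 6 adult mice (8 weeks old) that the authors divided into 3 groups per age. The labelled cDNA was read in 1 colour (Cy3), and the authors deposited the scanner's output for every spot as well as a table of their own log2 values. The scanner values were used here. Each array held 38031 spots that the scanner does not class as controls. They carry 14717 lncRNA probes and 22464 mRNA probes. Of the lncRNA probes, 962 are for ultraconserved regions. The 75th percentile of the background-subtracted signal was 2954, 2508 and 1387 in neonatal replicates 1 to 3, and 1858, 1428 and 749.1 in adult replicates 1 to 3. Feature Extraction marked between 65.9% and 69.8% of the spots as well above background. It marked as outliers 10.7%, 9.84% and 30.7% of the neonatal spots and 8.32%, 6.11% and 25.4% of the adult spots, in the order of the replicates. Replicate 3 of both ages was hybridized on 1 slide and the other 4 arrays on another, so the slide and the replicate number cannot be told apart for replicate 3.

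Every signal was divided by the 75th percentile of its array, put on the log2 scale and floored at -7.23, and these values are called normalized log2 signal. Adult and neonatal testis were compared by limma with the replicate number as a block, because the methods used a paired test. Outlier-flagged spots were left out, and a probe needed 2 complete pairs of arrays to be tested. A probe was called differentially expressed where its fold change was at least 5 and its Benjamini-Hochberg adjusted p at most 0.05, over the lncRNA and mRNA probes together. A fold change comes from the complete pairs alone and so can differ from the difference between the group means. Where a probe was not well above background on any array of 1 age, its fold change has only a lower bound, written as at least N-fold. The bound sets the mean of the brighter group against the dimmer arrays, each taken at the lowest signal of any probe well above background on it or at the probe's own signal, whichever is higher. Some probes could not be tested because of the outlier-flagged spots, and for these the value with the spots kept is given. Keeping the spots was an alternative chosen after seeing the data. The normexp background correction, an alternative set in advance, adds an offset of 50 to each signal. It therefore shrinks the fold changes of dim probes by construction. Positions of lncRNAs are those of Table S2, on mm9, and mRNA probes carry no position in the files.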

The lncRNA probes involve all 20 pairs of chromosome and mitochondrial genome. The overview of lncRNA expression profiles is summarized in Table 1. We found that 56% of lncRNAs on the microarray (8,265 out of 14,724) exhibited expression above background (Table S1), and that 37% of these (3,025 out of 8,265) were significantly differentially expressed (absolute fold-change ≥5; P value ≤0.05) between neonatal and adult mouse testes (Table S2). By contrast, 82% of protein-coding mRNA transcripts on the microarray (18563 out of 22635) were expressed above background (Table S3), and 32% of these (5,964 out of 18,563) were significantly differentially expressed (Table S4). 

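A lncRNA probe was taken as detected where it was well above background on at least 1 of the 6 arrays, since the paper's text does not name its rule. This gave 10578 of the 14717 lncRNA probes (71.9%). The rule that moved the count most was a positive and significant signal on at least 1 array, which gave 13352 probes (90.7%). Asking for at least 3 of the 6 arrays gave 9170 probes (62.3%), and all 3 arrays of an age gave 8918 (60.6%). Of the detected probes, 9396 could be tested, and 2777 of these (29.6%) were differentially expressed between neonatal and adult testis. Among these calls, 382 were of probes outside the authors' table of log2 values and 20 of probes for ultraconserved regions. The count of 2777 moved most with a fold change of at least 2 in place of 5, to 5510. With both arrays of replicate 1 left out, 1611 of 6976 tested probes were called, and with those of replicate 2 left out, 1573 of 6891. Fewer probes were then tested, because replicate 3 carries most of the outlier-flagged spots. Without the replicate block and adult replicate 2, the count was 1846 of 7723.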

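By the same rule, 19310 of the 22464 mRNA probes (86.0%) were well above background on at least 1 array, and 18114 (80.6%) on at least 3 of the 6. The fit tested 15121 mRNA probes and called 3982 of them (26.3%). The count was 9057 with a fold change of at least 2, and 2537 after the normexp background correction. On the authors' own log2 values, 6149 of 18506 mRNA probes were called. Leaving out replicate 1 gave 1830 calls among 8230 tested probes, and leaving out replicate 2 gave 1774 among 8064. Without the replicate block, leaving out neonatal replicate 1, neonatal replicate 2 or adult replicate 2 gave 2545, 2534 and 2592 calls.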

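The share of probes well above background was lower for lncRNAs than for mRNAs on each of the 6 arrays. Among lncRNA probes it was 50.5%, 55.0% and 54.6% in neonatal replicates 1 to 3 and 58.7%, 54.4% and 57.3% in adult replicates 1 to 3. Among mRNA probes it was 75.9%, 78.5% and 77.6% in the neonatal replicates and 77.3%, 73.9% and 76.1% in the adult replicates. The highest share of lncRNAs on any array therefore lay below the lowest share of mRNAs. Of 200 negative-control spots per array, between 2 and 7 were well above background. With a positive and significant signal on 1 array as the rule, the share of mRNAs was 95.8%, which is also above that of the lncRNAs.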

Similar to previous observations [24], [25], our data revealed that a smaller percentage of lncRNAs was detected above background compared to protein-coding genes. This result indicated that lncRNAs exhibited a greater temporal and spatial specificity than protein-coding genes, consistent with previous reports [13], [26]. In addition, statistical analysis showed that lncRNAs expressed above background in mouse testis were widely scattered on all chromosomes (Figure 1, Table S5) and that the ratio (expressed probes/total probes) of lncRNAs expressed from each chromosome was very similar, except for the mitochondrial genome. 

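Of the lncRNA probes detected on at least 1 array, 5731 (54.2%) were well above background on all 6 arrays, against 14969 (77.5%) of the detected mRNA probes. Detection on all 3 adult arrays and on no neonatal array was seen for 1314 lncRNA probes (12.4%) and 743 mRNA probes (3.85%). The opposite pattern, all 3 neonatal arrays and no adult array, was seen for 639 lncRNA probes (6.04%) and 781 mRNA probes (4.04%). A single array detected 832 lncRNA probes (7.87%) and 677 mRNA probes (3.51%). These values cover 2 ages of 1 tissue, and no other tissue was analysed here. From the lower share of lncRNAs detected, the paper concludes that lncRNAs are more restricted in time and place than protein-coding genes.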

We inferred that the high relative number of lncRNAs derived from the mitochondrial genome probably relates to the high abundance of mitochondrial lncRNAs in reproductive tissues, such as ovary and testis [27].

**Figure 1:**
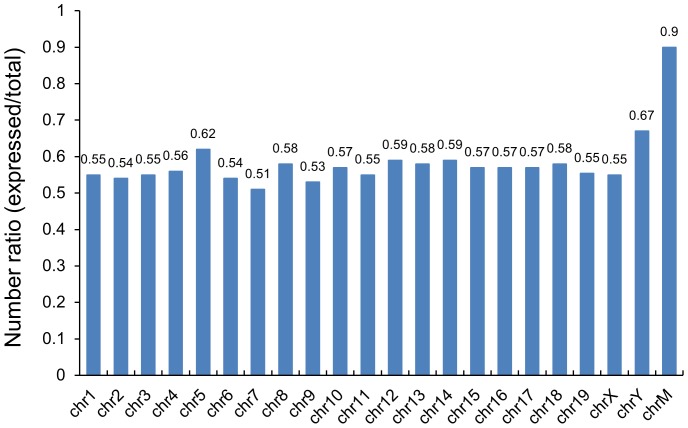
Relative chromosomal distribution of expressed lncRNAs. Chromosomes are on the X axis, and the distribution ratio is on the Y axis. Vertical bands show the ratio (expressed probes/total probes) of expressed lncRNAs derived from each chromosome. “chrM” represents mitochondrial genome.

**Table 1:** Summary of microarray analysis results.

Probe class	Total	Expressed above background	Differentially expressed*
LncRNAs	14724	8265 (56%)	3025 (37%)
mRNAs	22635	18563 (82%)	5964 (32%)
Combined	37359	26828 (72%)	8989 (34%)

* Significant differential expression was defined as probes with P≤0.05 and absolute fold-change≥5.

### Thousands of lncRNAs are differentially expressed in neonatal and adult mouse testes

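On the values normalized here, 2558 of the tested lncRNAs passed the methods' t-test at its stated threshold, without adjustment for the number of probes. After Benjamini-Hochberg adjustment 2192 passed. On the authors' own log2 values the unadjusted test passed 3052 lncRNAs, 1969 up and 1083 down. Running it on those values was chosen after seeing the data. Of these, 27 were probes for ultraconserved regions (6 up, 21 down), which the paper's list of 3025 leaves out. The lncRNAs with the largest changes were taken from those well above background on all 6 arrays, with no outlier-flagged spot, and changed in the same direction in all 3 pairs. Among them, uc008grt rose most, from a normalized log2 signal of -5.28 ± 1.01 (SD, n = 3) in neonatal testis to 5.68 ± 0.57 (SD, n = 3) in adult testis. This is a log2 fold change of 10.97 (SE 0.21, adjusted p = 8.65e-05 from limma). The next was uc007dtt, which rose from -5.64 ± 0.47 to 4.52 ± 0.43 (SD, n = 3 each), a log2 fold change of 10.16 (SE 0.13, adjusted p = 7.39e-05). Neither is listed in Table S2. Some lncRNA probes outside the authors' table of log2 values may read protein-coding transcripts. Whether either probe is of this kind was not checked. AK005811 (uc008oeh), an intergenic lncRNA on the plus strand of chromosome 2 from 173544955 to 173547587, had a log2 fold change of 10.04 (SE 0.12, adjusted p = 7.39e-05). Among the lncRNAs that fell, AK049648 had a log2 fold change of -4.96 (SE 0.21, adjusted p = 0.0002). It is an intronic sense transcript of Efna5 on the minus strand of chromosome 17 from 63208869 to 63212588, and fell from -1.06 ± 0.64 to -6.02 ± 0.44 (SD, n = 3 each). The log2 fold change was -4.68 (SE 0.12, adjusted p = 0.000122) for B930095G15Rik (uc007vab), an intronic sense transcript of Farp1 on the plus strand of chromosome 14 from 121646893 to 121650719. AK020159, which is not listed in Table S2 and carries the same limit, followed with -4.43 (SE 0.12, adjusted p = 0.000122). Each of these changes was many times its standard error.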

According to the lncRNA expression profiles, 3,025 lncRNAs were differentially expressed (absolute fold-change ≥5; P value ≤0.05) between neonatal (N) and adult (A) mouse testes (Table S2). 

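Among the lncRNAs called differentially expressed, 1873 (67.4%) were higher in adult testis and 904 (32.6%) were higher in neonatal testis. The share of up-regulated lncRNAs was lowest after quantile normalization (57.6%) and highest after the normexp background correction (83.2%, 1379 of 1658), among the alternatives to scaling, floor and background. Leaving out replicate 1 gave 1038 up-regulated and 573 down-regulated lncRNAs, and leaving out replicate 2 gave 1034 and 539. Without the replicate block, leaving out adult replicate 1 or adult replicate 2 lowered the number of up-regulated lncRNAs to 1089 and 1074. Leaving out neonatal replicate 1 or neonatal replicate 2 lowered the number of down-regulated lncRNAs to 591 and 590 in the same fit. In each of these fits, up-regulated lncRNAs outnumbered down-regulated lncRNAs.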

When we evaluated the expression levels of lncRNAs in paired samples (adult to neonatal ratio, A/N) by log fold-change, 1,062 lncRNAs were found to be significantly down-regulated and 1,963 lncRNAs were significantly up-regulated in the adult testis (Figure 2). The number of up-regulated lncRNAs was almost twice that of down-regulated lncRNAs. In contrast, with regard to the differentially expressed mRNAs (absolute fold-change ≥5), down-regulated mRNAs (3,736 out of 5,964) were more common than up-regulated mRNAs (2,228 out of 5964) (Table S4, Figure S1).

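Many of these changes have only a lower bound, because the probe was not well above background on any array of the lower age. This applied to 945 of the up-regulated lncRNAs (50.5%) and to 222 of the down-regulated lncRNAs (24.6%). Well above background on all 6 arrays were 628 (33.5%) and 511 (56.5%), respectively. AK131719 (uc008vov), an exonic antisense transcript of Tmem82 on the plus strand of chromosome 4 from 141170285 to 141171519, was at least 9351-fold higher in adult testis (adjusted p = 0.000121 from limma, 2 adult arrays). AK006685 was at least 6588-fold higher, and BC100504, on the plus strand of chromosome 1 from 73071185 to 73072075, at least 6582-fold higher (adjusted p = 0.000122 for each, 2 adult arrays). In neonatal testis, uc008xjp was at least 59.3-fold higher (adjusted p = 0.000447, 2 neonatal arrays), and at least 34.3-fold with its outlier-flagged neonatal spot kept, an alternative chosen after seeing the data. AK149453 (uc007ysq), an exonic antisense transcript of Dnajb11 on the minus strand of chromosome 16 from 22875056 to 22894459, was at least 40.9-fold higher (adjusted p = 8.41e-05, 3 neonatal arrays). The bound for uc009knh was at least 29.8-fold (adjusted p = 0.000308, 2 neonatal arrays). AK006685, uc008xjp and uc009knh are not listed in Table S2, so the limit given for uc008grt holds for them as well.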

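Of the called mRNAs, 2074 (52.1%) were lower in adult testis and 1908 (47.9%) were higher. The direction of the majority depended on the processing. After the normexp background correction 40.9% were lower, and on the authors' own log2 values 63.0% were lower. On the values normalized here, the methods' t-test at its threshold gave 1794 up-regulated and 1741 down-regulated mRNAs, and 1479 and 1265 after Benjamini-Hochberg adjustment. On the authors' own log2 values, chosen after seeing the data, the unadjusted test gave 2225 and 3717. Without the replicate block, the share of up-regulated mRNAs was 59.9% without neonatal replicate 1 and 60.8% without neonatal replicate 2. It was 34.0% without adult replicate 1 and 35.2% without adult replicate 2 in that fit. A lower bound alone could be given for 442 of the up-regulated mRNAs (23.2%) and 314 of the down-regulated mRNAs (15.1%). The next 6 genes are those with the largest changes among mRNAs well above background on all 6 arrays, with no outlier-flagged spot. Prm2 (NM_008933) rose from -5.38 ± 0.32 to 8.94 ± 0.18 (SD, n = 3 each), a log2 fold change of 14.32 (SE 0.18, adjusted p = 7.39e-05 from limma). Gm20854 (NM_001160131) and Gm20809 (NM_001160137) followed with 13.38 (SE 0.24, adjusted p = 8.41e-05) and 13.34 (SE 0.14, adjusted p = 7.39e-05).

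Under the same limit, Col9a2 (NM_007741) fell furthest, from 0.59 ± 0.52 to -5.58 ± 0.49 (SD, n = 3 each), a log2 fold change of -6.17 (SE 0.11, adjusted p = 8.41e-05). Pdlim4 (NM_019417) and Necab1 (NM_178617) had log2 fold changes of -4.89 (SE 0.11, adjusted p = 0.000102) and -4.83 (SE 0.11, adjusted p = 0.00011). Spz1 (NM_030237) was at least 16840-fold higher in adult testis, 1700009N14Rik (NM_001081095) at least 14480-fold and Iqcf3 (NM_026645) at least 13800-fold. Their adjusted p values were 0.000115, 0.000116 and 0.000117, with 2 adult arrays each. Padi2 (NM_008812), Hoxb9 (NM_008270) and Defb42 (NM_001034910) were at least 73.8-fold, 70.2-fold and 53.1-fold higher in neonatal testis. Their adjusted p values were 0.000204, 0.000205 and 0.0011, with 2 neonatal arrays each.

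**Figure D1:**
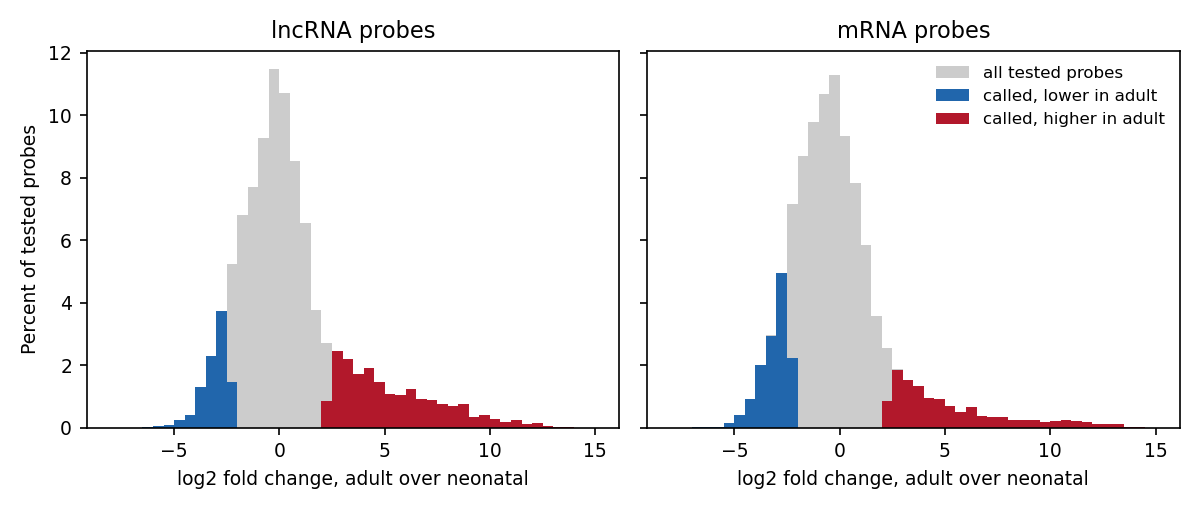
Log2 fold change of adult over neonatal testis (x axis, in steps of 0.5) against the percent of tested probes (y axis) for 9396 lncRNA probes (left) and 15121 mRNA probes (right), with all tested probes in grey, called probes lower in adult testis in blue and called probes higher in adult testis in red. Called lncRNAs are mostly higher in adult testis (1873 against 904), while called mRNAs divide nearly evenly (1908 against 2074).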

**Figure 2:**
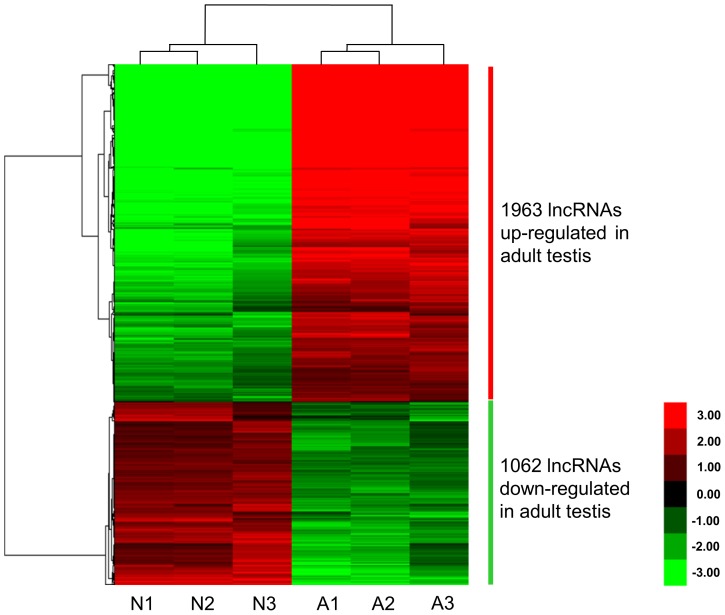
Hierarchical clustering of lncRNAs differentially expressed in neonatal and adult mouse testis. A hierarchical clustered heat map showing the log2 transformed expression values for differentially expressed lncRNAs (absolute fold-change≥5; P≤0.05) between neonatal (N) and adult (A) mouse testis. The intensity of the color scheme is calibrated to the log2 expression values such that red refers to higher transcript abundance and blue refers to lower transcript abundance. The bar code on the right represents the color scale of the log 2 values. Each column represents the data from one of three biological replicates of each sample.

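Aldoart2 (NR_003959), on the plus strand of chromosome 12 from 56666122 to 56667696, had a normalized log2 signal of -6.07 ± 0.58 (SD, n = 3) in neonatal testis and 5.65 ± 0.14 (SD, n = 2) in adult testis. The log2 fold change was 12.05 (SE 0.14, adjusted p = 0.000122 from limma). Speer9-ps1 (NR_001583), on the plus strand of chromosome 7 from 3128146 to 3144993, was not well above background in neonatal testis and at least 50.2-fold higher in adult testis (adjusted p = 0.000272, 2 adult arrays). Speer5-ps1 (NR_027506), on the plus strand of chromosome 10 from 43935231 to 43939391, could not be tested, because 2 of its 3 adult spots were outlier-flagged. It was at least 133.3-fold higher on the adult array that remained, and at least 203.9-fold higher with the spots kept (adjusted p = 4.43e-05).

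Meg3 (uc007par), on the plus strand of chromosome 12 from 110779214 to 110809935, fell from -1.44 ± 0.15 (SD, n = 2) to -6.21 ± 0.42 (SD, n = 3). This is a log2 fold change of -4.63 (SE 0.28, adjusted p = 0.00132). Airn (NR_002853), an intronic antisense transcript of Igf2r on the plus strand of chromosome 17 from 12934177 to 13008423, was at least 14.9-fold higher in neonatal testis (adjusted p = 0.000603, 2 neonatal arrays). After the normexp background correction its log2 fold change was -2.27, just under 5-fold. A second probe of Airn, exonic antisense to Igf2r, had a log2 fold change of -3.93. Another Meg3 probe (NR_003633) had -3.98 (SE 0.16, adjusted p = 0.000183 from limma). The paper lists 3 more probes of this gene, under the joint name Meg3/Gtl2. The probe uc007paq (110779214 to 110799917) was at least 6.66-fold higher in neonatal testis (adjusted p = 0.00179). The probe uc007pav (110787367 to 110809935) had a log2 fold change of -2.93 (SE 0.13, adjusted p = 0.000216). After the normexp background correction neither was called, with log2 fold changes of -0.81 and -1.48. The offset of that correction shrinks changes of dim probes such as these, so the loss of the calls says little. The third probe, uc007pat (110782237 to 110809935), fell from -4.82 ± 0.35 to -6.89 ± 0.58 (SD, n = 3 each), a log2 fold change of -2.07 (SE 0.16, adjusted p = 0.000758) that is under 5-fold. It passed 5-fold with no floor (-3.08), with the floor set before scaling (-2.82), after quantile normalization (-3.12) and with the shift to the median (-2.35). The constants of Table S1 and the authors' log2 values (-3.08 each), and the fit without the replicate block and adult replicate 3 (-2.41), called it as well.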

In line with our expectations, some known haploid male germ cell-specific lncRNAs were up-regulated in adult testis, such as *Aldoart2*, *Speer5-ps1* and *Speer9-ps1* [28], [29] (Table 2), and some well-known imprinted lncRNAs were down-regulated, including *H19*, *Meg3*, *Airn* (Table 3). Previous studies have shown that generating the methylation imprint on *H19*, a well-known paternally imprinted gene, is a continuous process during spermatogenesis. *H19* methylation begins between E15.5 and E18.5, but only becomes fully methylated post-natally, by the pachytene spermatocyte stage [30], [31]. It is noteworthy that our data show *H19* to be the most significantly down-regulated lncRNA in the adult testis and this result reaffirms *H19* imprinting in the testis as an incremental process.

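H19 (NR_001592), on the minus strand of chromosome 7 from 149761437 to 149764051, was well above background on all 6 arrays. Its spots were outlier-flagged on neonatal arrays 1 and 3, so it could not be tested with these spots left out. The normalized log2 signal was 2.72, 3.05 and 2.87 in neonatal replicates 1 to 3, and -4.70, -6.18 and -5.24 in adult replicates 1 to 3. With the spots kept, the log2 fold change was -8.25 (SE 0.38, adjusted p = 0.000119 from limma). This was the largest fall among the 1125 lncRNAs down-regulated in that fit. Ordered by p, H19 stood at place 306 of the 1125. On the authors' own log2 values its log2 fold change was -8.51, again the largest fall, and it stood at place 183 of 1144 by p. The arrays measured the RNA in whole testis, and methylation was not analysed here. From the fall of H19, the paper concludes that its imprinting in the testis is an incremental process.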

**Table 2:** Known haploid male germ cell-specific lncRNAs found in this study.

SeqID	GeneSymbol	FCAbsolute	p-value	Regulation	Literature
NR_003959	Aldoart2	3123.38	2.24E-04	up	Vemuganti et al. 2007
NR_027506	Speer5-ps1	330.46	0.001	up	Spiess et al. 2003
NR_001583	Speer9-ps1	109.92	1.10E-04	up	Spiess et al. 2003

**Table 3:** Known imprinted long noncoding genes found in this study.

SeqID	Gene Symbol	FCAbsolute	p-value	Regulation	Imprinting Type
NR_001592	H19	365.50	0.003	down	paternally imprinting
uc007par	Meg3/Gtl2	39.46	0.008	down	paternally imprinting
NR_002853	Airn	37.44	0.007	down	paternally expression
uc007paq	Meg3/Gtl2	10.14	0.018	down	paternally imprinting
uc007pav	Meg3/Gtl2	9.12	7.17E-04	down	paternally imprinting
uc007pat	Meg3/Gtl2	8.47	0.029	down	paternally imprinting

In addition, we found that only the number of lncRNAs transcribed from the X chromosome is much larger in the down-regulated group than the up-regulated group. In contrast, the number of lncRNAs from all other chromosomes is larger in up-regulated group rather than down-regulated group (Figure S2). 

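Table S2 gives a chromosome for 2278 of the 2777 called lncRNAs, of which 1623 were up-regulated and 655 down-regulated. On the X chromosome 38 were down-regulated and 15 up-regulated, an odds ratio of 6.60 against the other chromosomes (two-sided Fisher exact test, p = 7.03e-11, adjusted p = 1.48e-09 over 21 chromosomes). Probes are not independent replicates, so the test describes these calls. Over the alternatives set in advance the odds ratio lay between 3.28 and 7.04. Under every setting, only lncRNAs that the paper also calls have a chromosome here. The test is therefore not independent of the paper's list, and it leaves out the other called lncRNAs.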

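Among these 2278 lncRNAs, X was the only 1 of 21 chromosomes with more down-regulated than up-regulated lncRNAs. Chromosome 2 had 108 up-regulated and 58 down-regulated lncRNAs, and chromosome Y had 3 and 0. The chromosome with the lowest p after X was chromosome 5, with 117 up-regulated and 30 down-regulated lncRNAs (odds ratio 0.618, Fisher exact p = 0.0234, adjusted p = 0.245). Among called mRNAs, 187 X-linked mRNAs were down-regulated and 74 up-regulated, of 2035 and 1854 with a known chromosome (odds ratio 2.43, Fisher exact p = 5.64e-11). The median log2 fold change was -1.71 for 602 X-linked mRNAs and -0.36 for 14179 others. The paper relates the X-linked lncRNAs of early spermatogenesis to the stronger expression of X-linked protein-coding genes in spermatogonia.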

And predominant expression of X chromosomal lncRNAs early in spermatogenesis is positively correlated with the greater expression in spermatogonia of protein-encoding genes from the X chromosome[32].

### qRT- PCR results are concordant with microarray data

To validate the microarray data, we investigated the expression patterns of eight randomly selected lncRNAs which identified to be differentially expressed on six time points of postnatal testis development involving 6-day-old, 12-day-old, 18-day-old, 24-day-old, 30-day-old and 8-week-old using quantitative real-time PCR (qRT-PCR). The results clearly showed that expression patterns of these eight selected lncRNAs were concordant with microarray data (Figure 3). Additionally, We found there was a high correlation (Spearman coefficient rho = 0.952, p<0.01, n = 8) between the microarray data and the qRT-PCR data (Table 4). These results demonstrated that the microarray results were reliable.

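The qRT-PCR fold changes are the paper's, from Table 4, and only the microarray side was computed here. With outlier-flagged spots left out, 5 of the 8 lncRNAs could be tested. Across these 5 lncRNAs Spearman's rho was 1.00 (exact permutation test, two-sided, p = 0.0167, the smallest p that 5 points allow) and Pearson's r was 0.985 (exact permutation p = 0.00833). With the spots kept, rho across all 8 lncRNAs was 0.952 (exact permutation p = 0.00114), equal to the paper's, and r was 0.991 (exact permutation p = 0.000198). AK053216 enters both sets with a fall that is only a lower bound. A larger fall would change its rank, so the coefficients and their p values depend on this bound. The lncRNAs are the points of these correlations and are not independent replicates, and they form a group that rose and a group that fell. AK006530, on the plus strand of chromosome 11 from 23397757 to 23399640, had a log2 fold change of 11.95 (SE 0.19, adjusted p = 8.2e-05 from limma). AK006015 rose by 5.77 (SE 0.12, adjusted p = 8.95e-05) and AK140218 by 2.85 (SE 0.14, adjusted p = 0.000861, 2 arrays per age). AK004447 had a log2 fold change of -5.19 (SE 0.27, adjusted p = 0.000996). AK053216 was at least 5.38-fold higher in neonatal testis (adjusted p = 0.000242). Its log2 fold change was -0.32 after the normexp background correction, which did not call it but shrinks the changes of dim probes by construction. With the spots kept, AK018942 was at least 6906-fold higher in adult testis (adjusted p = 1.12e-05). AK011865 and AK033245 then had log2 fold changes of -3.62 (adjusted p = 0.00019) and -3.88 (adjusted p = 0.000736). From this correlation and from the qRT-PCR patterns over several ages, which were not analysed here, the paper concludes that its microarray results were reliable.

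**Figure D2:**
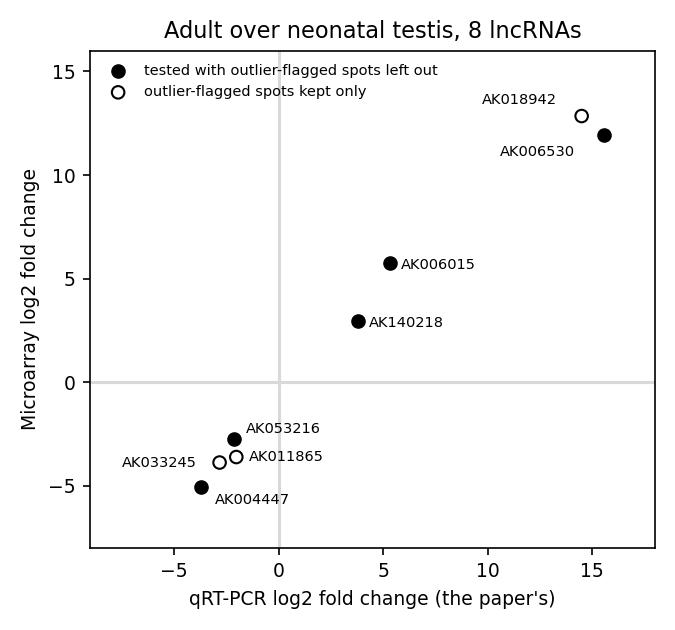
Log2 fold change of adult over neonatal testis by qRT-PCR (x axis, the paper's values) against that of the microarray with outlier-flagged spots kept (y axis) for 8 lncRNAs, with filled circles for the 5 that could also be tested with the spots left out and open circles for the others. All 8 lncRNAs changed in the same direction by both methods.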

**Figure 3:**
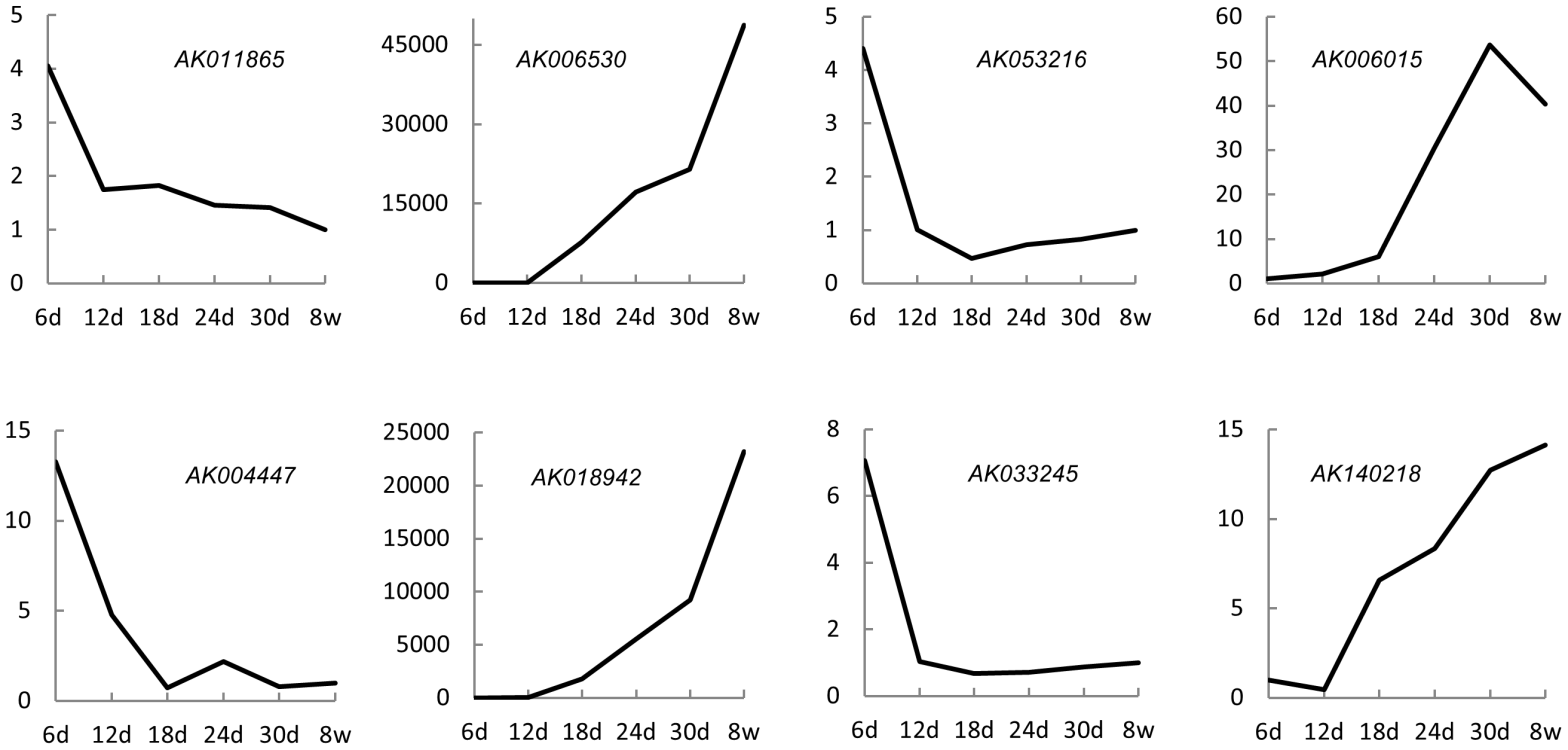
Expression patterns of randomly selected diferentially expressed lncRNAs on different time points of postnatal testis development. The vertical axis indicates relative expression levels of each lncRNA. The relative expression levels were assessed by Q-PCR and were normalized with GAPDH gene. Each result was the average of three independent biological replicates. The horizontal axis indicates the six time points of postnatal testis development from 6 days (d) to 8 weeks (w) after birth.

**Table 4:** Validation of microarray results by qRT-PCR.

	Microarray		qRT-PCR	
LncRNA ID	Fold change a	P value b	Fold change a	P value b
AK011865	–14.700	0.004	–4.056	0.023
AK006530	3718.218	5.11E-04	48767.542	0.017
AK053216	–9.943	0.008	–4.408	0.024
AK018942	14097.462	2.86E-04	23206.382	0.076
AK006015	45.452	2.10E-04	40.391	0.034
AK004447	–40.531	0.002	–13.269	0.028
AK033245	–17.668	0.012	–7.062	0.032
AK140218	6.516	0.002	14.123	0.037

a Values indicate the absolute fold-change between paired samples (adult to neonatal ratio, A/N) detected by microarray or qRT-PCR; negative value indicates down-regulation and positive value indicates up-regulation.

b p Value was calculated by the Student's T-test (paired).

### Genomic association of differentially expressed lncRNAs with protein-coding genes

Previous studies show that lncRNAs often originate from complex transcriptional loci, in which the lncRNAs are coordinately transcribed with their associated protein-coding transcripts [33], [34]. A number of investigations have indicated that the exact nature of the genomic relationship between a lncRNA and its associated protein-coding gene usually has important functional consequences, often with the lncRNA regulating the expression of its protein-coding counterpart via epigenetic modification or transcriptional co-activation/repression [35]–[37]. To gain insight into the functional role of lncRNAs that are differentially expressed during testis development, we analyzed their genomic context based upon their orientation to local protein-coding genes. We categorized the relationship between lncRNAs and their associated protein-coding genes as exonic sense, intronic sense, exonic antisense, intronic antisense, bidirectional and intergenic according to our modified definition (see Materials and Methods). Of 3,025 differentially expressed lncRNAs, we identified 343 exonic sense, 495 exonic antisense, 433 intronic sense, 202 intronic antisense, 242 bidirectional and 1,310 intergenic lncRNAs (Figure 4, Table S6).

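By the context column of Table S11, 226 of the 2278 lncRNAs called both here and by the paper were exonic sense. Another 383 were exonic antisense, 289 intronic sense, 166 intronic antisense and 189 bidirectional. The other 1025 (45.0%) were intergenic. Up-regulated were 35.8% of the exonic sense and 13.8% of the intronic sense lncRNAs. In the other contexts, 86.4% (exonic antisense), 91.0% (intronic antisense), 90.5% (bidirectional) and 82.8% (intergenic) were up-regulated.

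The associated genes are those of Table S6, whose intergenic sheet is held only in part (800 of 1308 entries), so intergenic pairs were not tested. Directions of change were compared over the pairs with both probes tested, which were 185 exonic sense, 253 intronic sense, 300 exonic antisense, 120 bidirectional and 132 intronic antisense pairs. Pairs are not independent replicates, and the shares are set against random re-pairings. Both changed in the same direction in 85.4% of exonic sense pairs, against 56.7% after re-pairing. The same shares were 89.7% against 80.9% for intronic sense, 54.3% against 44.4% for exonic antisense, 60.0% against 47.2% for bidirectional and 51.5% against 50.7% for intronic antisense pairs.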

**Figure 4:**
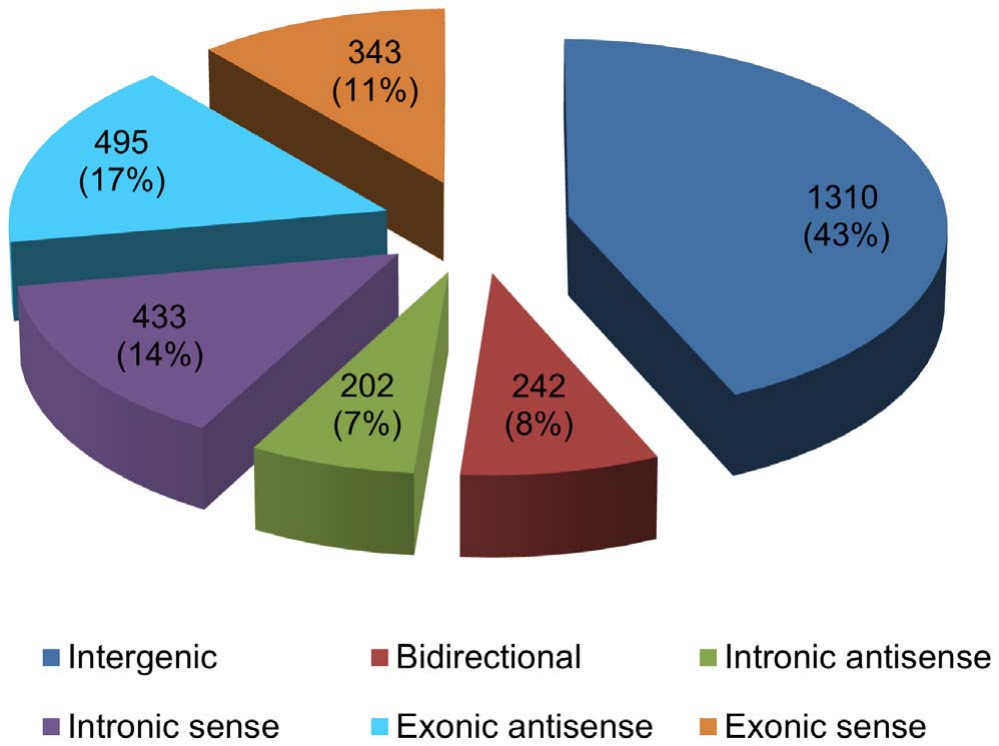
Annotation of genomic context of differentially expressed lncRNAs.

**Exonic sense lncRNAs.** Transcriptional profiling has shown that transcription of sense lncRNAs that overlap with exons of protein-coding genes is pervasive throughout the mammalian genome, and many of these lncRNAs can be considered non-coding transcript variants of protein-coding genes [9]. Previous studies have demonstrated that exonic sense lncRNAs can regulate the expression of their associated protein-coding genes [38]. Here, we found 343 lncRNAs were exonic sense. For example, *AK011429*, a down-regulated lncRNA, was identified as an exonic sense transcript to cyclin D2 (*Ccnd2*) (Figure 5A). 

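AK011429 lies on the minus strand of chromosome 6 from 127075184 to 127075994. Its normalized log2 signal was 2.21 ± 0.17 (SD, n = 2) in neonatal testis and -2.34 ± 0.75 (SD, n = 3) in adult testis. The log2 fold change was -4.97 (SE 0.15, adjusted p = 0.000337 from limma), which is larger than the spread between replicates.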

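Ccnd2 (NM_009829) fell from a normalized log2 signal of 3.72 ± 0.08 (SD, n = 2) in neonatal testis to -0.10 ± 0.45 (SD, n = 3) in adult testis. This is a log2 fold change of -4.08 (SE 0.14, adjusted p = 0.000441 from limma), in the same direction as that of AK011429. The 6 arrays form 2 groups by age, so no correlation across samples was computed for this pair or for any other, and only the directions of change are compared.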

The expression profile of *AK011429* was positively correlated with that of *Ccnd2*. *Ccnd2* is highly expressed in spermatogonia and plays an important role in spermatogonial stem cell (SSC) self-renewal [39].

**Figure 5:**
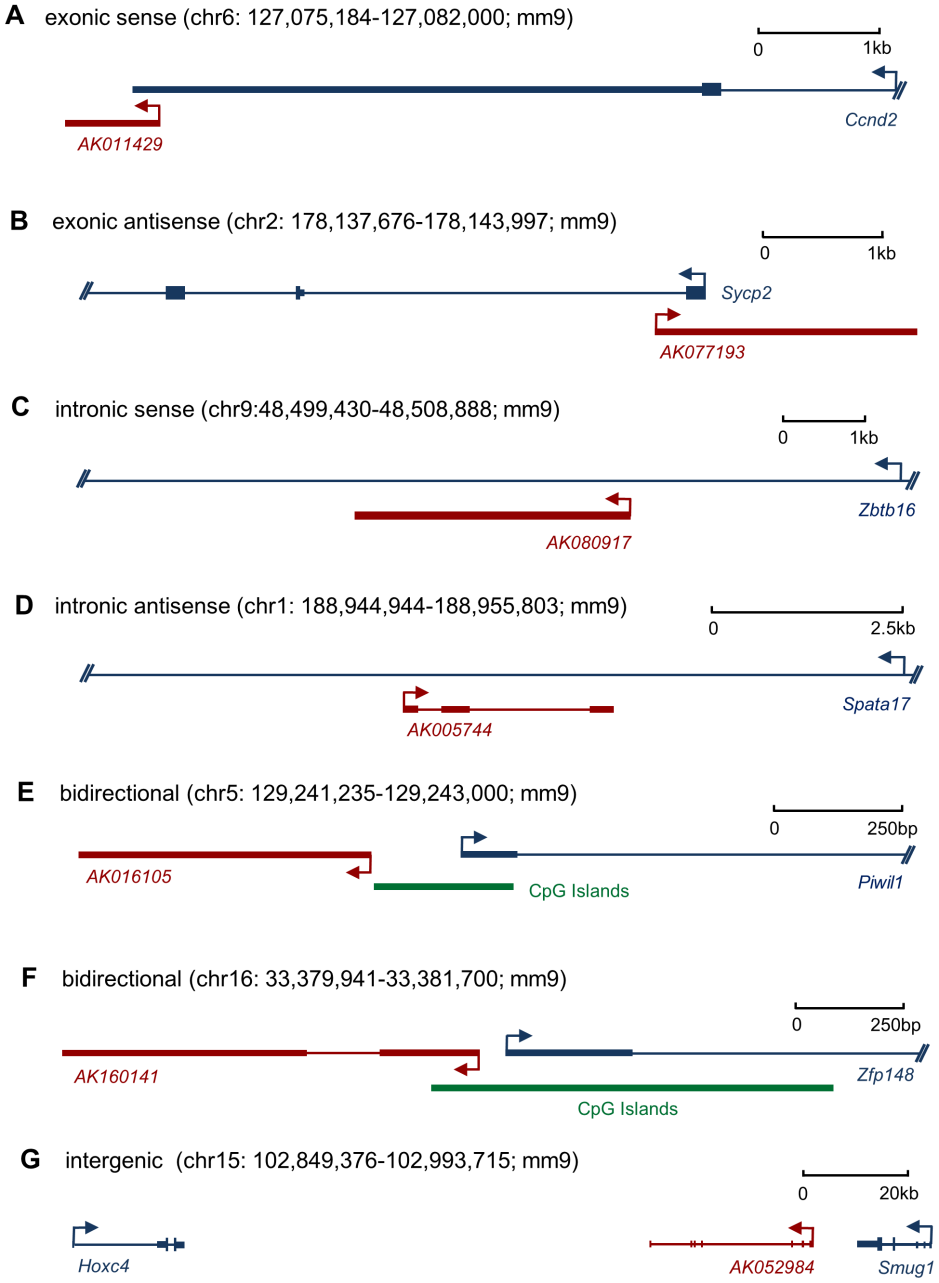
Differentially expressed lncRNAs share loci with spermatogenesis-related protein-coding genes. Examples of exonic sense (A), exonic antisense (B), intronic sense (C), intronic antisense (D), bidirectional (E and F), and intergenic (G) lncRNAs are shown. Each panel illustrates the organization of the lncRNA (red) to associated protein-coding genes (blue). CpG islands are indicated by green strips. Arrows indicate the direction of transcription.

**Exonic antisense lncRNAs.** Exonic antisense transcripts are prevalent throughout the mammalian genome and are expressed at high levels in the testis [40], [41]. Numerous studies have demonstrated that they can regulate the expression of their protein-coding counterparts via a range of mechanisms, including chromatin remodeling, alternative splicing, translational promotion, translational interference and promoter targeting [42]. Within our data sets, we found that 495 of the differentially expressed lncRNAs were exonic antisense transcripts. For example, *AK077193* was an exonic antisense transcript to synaptonemal complex protein 2 (*Sycp2*) (Figure 5B), a spermatocyte-specific gene required for synaptonemal complex assembly and chromosomal synapsis during male meiosis [43]. Our data show that *AK077193* was up-regulated in adult testis and there was a positive correlation between expression of *AK077193* and *Sycp2.* Therefore, we speculated that *AK077193* was likely to regulate *Sycp2* expression.

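AK077193, on the plus strand of chromosome 2 from 178141975 to 178143997, rose from -5.37 ± 0.70 (SD, n = 3) in neonatal testis to -0.77 ± 0.57 (SD, n = 3) in adult testis. It had a log2 fold change of 4.60 (SE 0.21, adjusted p = 0.000225 from limma). The spots of Sycp2 (NM_177191) were outlier-flagged on all 3 adult arrays, so it could not be tested with them left out. With the spots kept it rose from -5.49 ± 1.04 to -0.72 ± 0.56 (SD, n = 3 each), a log2 fold change of 4.76 (SE 0.31, adjusted p = 0.000288). From the joint rise, the paper proposes that AK077193 regulates Sycp2.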

**Intronic lncRNAs.** A class of long non-coding RNAs transcribed from intronic regions of protein-coding genes, including from sense and antisense strands, was recently identified by the Verjovski-Almeida group, and they have demonstrated that intronic lncRNAs reside in a large portion of mammalian transcriptional units [44], [45]. Previous studies indicated that intronic lncRNAs could regulate the expression of their host or neighboring genes via multiple mechanisms, including alternative splicing, microRNAs and RNA interference, transcriptional disruption and chromatin modification [46]. In the current study, we identified 433 intronic sense and 202 intronic antisense transcripts from differentially expressed lncRNAs. For instance, AK080917, a down-regulated lncRNA in adult testis, was identified as an intronic sense transcript from the region between introns 4 and 5 of Zinc finger and BTB domain containing 16 (Zbtb16) (Figure 5C). Zbtb16 has a high expression level in spermatogonial stem cells and is a key gene required for their maintenance [47]. A positive correlation between expression of AK080917 and Zbtb16 suggested that their function and/or regulation might be related. 

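AK080917, on the minus strand of chromosome 9 from 48502582 to 48505735, fell from -1.59 ± 0.06 (SD, n = 2) to -4.19 ± 0.36 (SD, n = 3). Its log2 fold change was -2.79 (SE 0.17, adjusted p = 0.00125 from limma), and -1.91 after the normexp background correction, which is under 5-fold. Zbtb16 (NM_001033324) was outlier-flagged on 2 neonatal arrays and could not be tested with these spots left out. With them kept, it fell from 0.81 ± 0.43 to -2.83 ± 0.01 (SD, n = 3 each), a log2 fold change of -3.64 (SE 0.20, adjusted p = 0.000184).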

Another example is AK005744, which is specifically expressed in testis and up-regulated in adult testis. AK005744 is an intronic antisense transcript from the region between introns 6 and 7 of Spermatogenesis associated 17 (Spata17) (Figure 5D), a testis-specific gene involved in male germ cell apoptosis and strongly expressed in adult testis [48], [49]. The positive correlation between expression profiles of AK005744 and Spata17 indicated that there might be some regulatory relationships between them.

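AK005744 (uc007dzu), on the plus strand of chromosome 1 from 188949017 to 188951731, rose from -5.08 ± 0.25 (SD, n = 3) in neonatal testis to 0.94 ± 0.05 (SD, n = 2) in adult testis. Its log2 fold change was 6.16 (SE 0.16, adjusted p = 0.000267 from limma). Spata17 has a probe for each of 2 transcripts. The probe for NM_029067 rose from -3.71 ± 0.08 to 5.36 ± 0.51 (SD, n = 3 each), a log2 fold change of 9.06 (SE 0.21, adjusted p = 0.000108). The probe for NM_028848 was outlier-flagged on all 3 adult arrays, and with these spots kept its log2 fold change was also positive, at 4.76 (SE 0.17, adjusted p = 6.09e-05).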

**Bidirectional lncRNAs.** A major organizational theme within mouse and human transcriptomes, which applies to approximately 10% of known protein coding genes, is the prevalence of bidirectional transcripts. These are pairs of transcription initiation sites from two different transcripts that are in close proximity (<1000 bp) but in the opposite orientation [50], [51]. Bidirectional genes usually share a common CpG island promoter [52], while bidirectional lncRNAs can promote or repress the expression of their neighboring protein-coding genes via epigenetic modification [53], [54]. Among the differentially expressed lncRNAs, we found that 242 possessed a bidirectional pair. As an example, we identified *AK016105* as a bidirectional pair to *Piwi-like homolog 1* (*Piwil1*), a testis-specific gene specifically expressed in spermatocytes and spermatids. *Piwil1* plays a central role during meiosis through piRNA-mediated repression of transposable elements and translation regulation [55]. In addition, their common promoter region has a CpG island (Figure 5E). 

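AK016105, on the minus strand of chromosome 5 from 129241235 to 129241904, was not well above background on any neonatal array. Its normalized log2 signal was -1.30 ± 0.20 (SD, n = 2) in adult testis, at least 56.8-fold higher (adjusted p = 0.000295 from limma). Piwil1 (NM_021311) was well above background on all 6 arrays and rose from -1.08 ± 0.17 (SD, n = 3) to 5.14 ± 0.02 (SD, n = 2). It had a log2 fold change of 6.31 (SE 0.14, adjusted p = 0.000221).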

High expression levels of *AK016105* in adult testis were concordant with the expression profile of *Piwil1*. Another example, *AK160141*, was identified as a bidirectional pair to *Zinc finger protein 148* (*Zfp148*), which is strongly expressed in neonatal testis and is required for normal development of male germ cells [56]. This bidirectional pair also shares a common CpG island promoter (Figure 5F). 

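AK160141 (uc007zaa) lies on the minus strand of chromosome 16 from 33379941 to 33380813. Its normalized log2 signal was -0.65 ± 0.23 (SD, n = 3) in neonatal testis and 3.46 ± 0.10 (SD, n = 2) in adult testis. It was well above background on all 3 neonatal arrays. The log2 fold change was 4.25 (SE 0.15, adjusted p = 0.000447 from limma).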

Our data showed that *AK160141* was weakly expressed in neonatal testis. Therefore, it exhibited a discordant expression profile with *Zfp148*.

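Zfp148 (NM_011749) was lower in adult testis, at -1.82 ± 0.31 (SD, n = 3) against -1.12 ± 0.03 (SD, n = 2) in neonatal testis. The log2 fold change was -0.53 (SE 0.14, adjusted p = 0.0429 from limma), a change of 1.44-fold that is far under the 5-fold threshold. With no floor its adjusted p was 0.0618, and without the replicate block and adult replicate 2 it was 0.0851. Over all alternatives set in advance the adjusted p lay between 0.00502 and 0.0851, and the log2 fold change was negative in each.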

**Intergenic lncRNAs.** Genome-wide analysis in eukaryotes other than human and mouse has shown that long intergenic non-coding RNAs (lincRNAs) represent a large portion of the non-coding genes, for example in zebrafish, worm, and *Arabidopsis* [10], [26], [57], [58]. Emerging evidence supports the view that lincRNAs play important roles in many fundamental biological processes, such as pluripotency and differentiation of embryonic stem cells, brain development and limb development, and are also involved in certain diseases, especially cancer [59], [60]. Although, lincRNAs are poorly conserved across species [59], an increasing number of studies have demonstrated that they can modulate the expression of their neighboring protein-coding genes or other target genes scattered across the genome via directly recruiting histone-modifying enzymes to chromatin [35], [61]. We identified 1,310 lincRNAs among the differentially expressed lncRNAs. In particular, a large number of lincRNAs were transcribed from *HOX* loci and were spatially expressed along developmental axes. These lincRNAs possess unique sequence motifs, and their expression can control the expression of neighboring *HOX* genes by affecting chromatin signature [35]. For example, *AK052984*, a lincRNA highly expressed in adult testis, was transcribed from the intergenic region between *Hoxc4* and *Smug1*. *Hoxc4* is required for spermatogonial stem cell self-renewal and is highly expressed in neonatal testis [62]. 

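AK052984, on the minus strand of chromosome 15 from 102953501 to 102977259, was not well above background on any neonatal array. Its normalized log2 signal was -5.61 ± 0.12 (SD, n = 3) in adult testis, at least 2.88-fold higher (adjusted p = 0.000568 from limma). It was not called, but a lower bound does not show whether the change reaches 5-fold. Its fitted change passed 5-fold where the floor was removed or set before scaling, after quantile normalization, with the constants of Table S1 and on the authors' log2 values. Hoxc4 (NM_013553) fell from 0.05 ± 0.16 (SD, n = 2) in neonatal testis to -2.75 ± 0.39 (SD, n = 3) in adult testis, a log2 fold change of -3.01 (SE 0.18, adjusted p = 0.00124). Smug1 (NM_027885), the gene on the other side of AK052984, had a log2 fold change of -1.28 (SE 0.11, adjusted p = 0.00107). Over the alternatives set in advance its adjusted p lay between 0.000171 and 0.120, the highest without the replicate block and adult replicate 1. From the opposite changes of AK052984 and Hoxc4, the paper proposes that AK052984 affects Hoxc4.

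**Figure D3:**
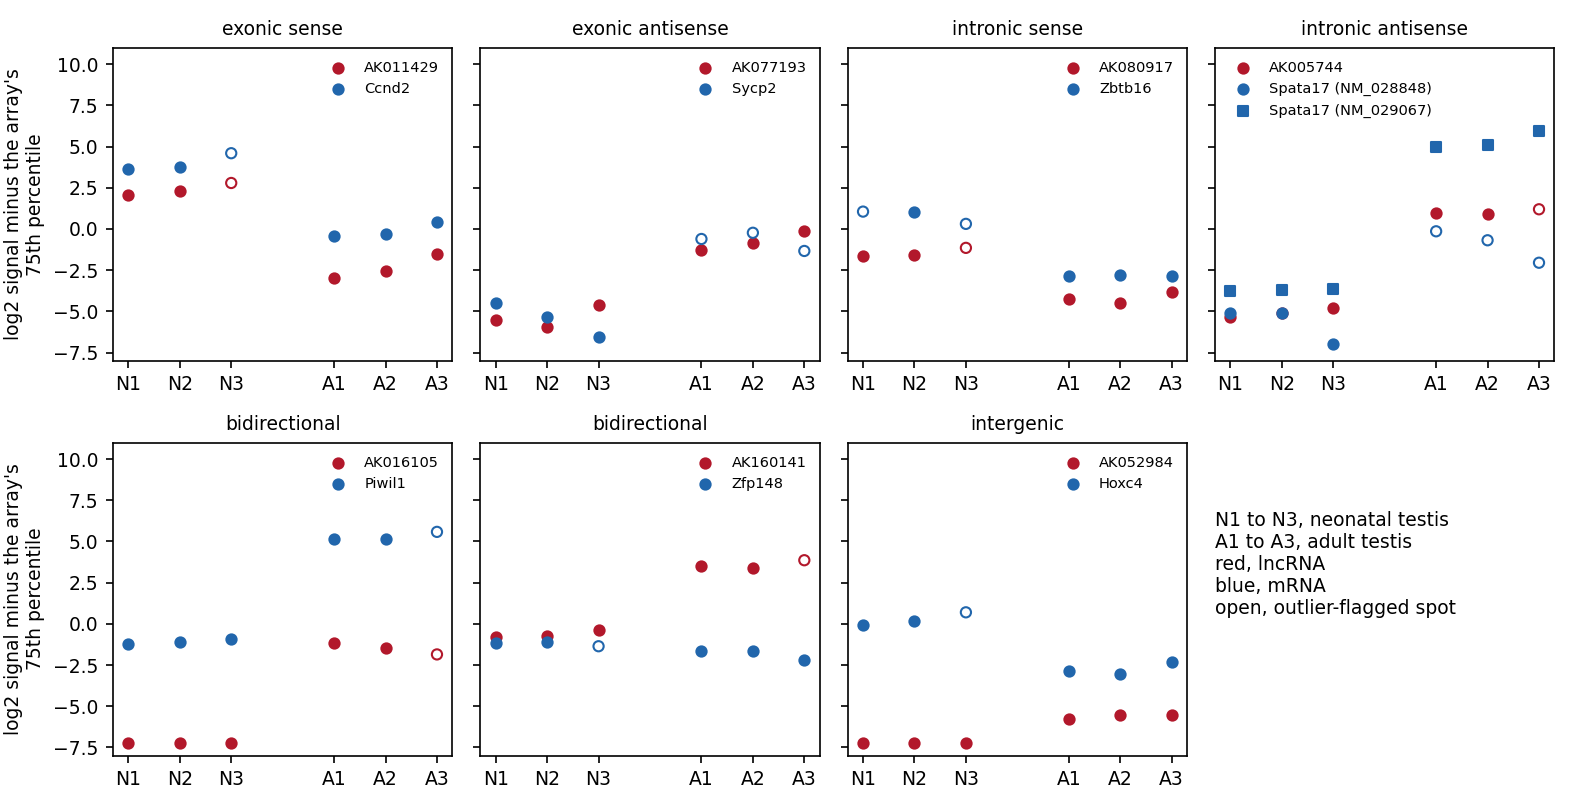
Normalized log2 signal (y axis) on neonatal arrays N1 to N3 and adult arrays A1 to A3 (x axis) for 7 lncRNAs (red) and the protein-coding genes beside them (blue), with open symbols for outlier-flagged spots and squares for a second probe of a gene. AK052984 and Hoxc4, and AK160141 and Zfp148, moved in opposite directions, and the other 5 lncRNAs moved with their genes.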

The expression of *AK052984* was clearly negatively correlated with the expression of *Hoxc4*. Therefore, we speculated that *AK052984* was likely to affect *Hoxc4* expression.

### Some differentially expressed lncRNAs overlap microRNAs

Small noncoding RNAs, such as microRNAs, can be processed from long primary ncRNAs [63]. It is well-known that mature microRNAs can regulate the stability and fate of their target protein-coding RNAs via binding to the 3’-UTR, 5’-UTR or coding region [64]. Recent studies show that lncRNAs can also be targeted by microRNAs [65]. To explore the possibility that some lncRNAs that are differentially expressed during testis development might also act as primary transcripts for small RNAs, we systematically searched for genomic overlap between differentially expressed lncRNAs and known microRNAs. 

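The 20 lncRNAs of Table S7 that overlap microRNAs were chosen by the authors among their own calls, so only their directions were counted. With outlier-flagged spots left out 18 could be tested, and 14 of these were lower in adult testis and 4 were higher. The fit called 15 of the 18. With the spots kept all 20 could be tested, 15 were lower and 17 were called. Among those that rose, AK006051 (uc007kde), which overlaps mmu-mir-212 and mmu-mir-132, had the largest log2 fold change, at 7.93 (SE 0.14, adjusted p = 0.000167 from limma). Several of those that fell are probes of a single locus, that of Meg3/Gtl2.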

We found 20 lncRNAs overlapped annotated microRNAs (Table S7). For example, we detected that *H19*, a well-known paternally imprinted gene, was the most significantly down-regulated lncRNA in the adult testis and contained *mmu-mir-675* (Figure 6A). A recent study has demonstrated that *H19* can indeed be processed *in vivo* to give rise to the 23 nt-long miR-675 miRNA and that this ability is conserved in humans and mice [66]. *AK144366*, a lncRNA down-regulated in neonatal testis, contains *mmu-mir-202* within its second exon (Figure 6B). This direct overlap indicates that *AK144366* is likely to be processed into and function via *mmu-mir-202*, and indeed *mmu-mir-202* expression is up-regulated in neonatal testis and down-regulated in adult testis [67]. Furthermore, the expression pattern of *AK144366* was concordant with that of *mir-202*, according to Affymetrix Exon Tissues Track (hosted in the UCSC Genome Browser, http://genome.ucsc.edu/) (Figure 6C). This further indicated that *AK144366* might be the primary precursor to *mmu-mir-202*.

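AK144366 (uc009kgh), on the minus strand of chromosome 7 from 147142904 to 147143938, had a normalized log2 signal of 3.91 ± 0.24 (SD, n = 2) in neonatal testis and 0.59 ± 0.20 (SD, n = 2) in adult testis. Its log2 fold change of adult over neonatal testis was -3.32 (SE 0.23, adjusted p = 0.00168 from limma), so it was higher in neonatal testis. It was well above background on all 6 arrays, and 1 spot per age was outlier-flagged.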

**Figure 6:**
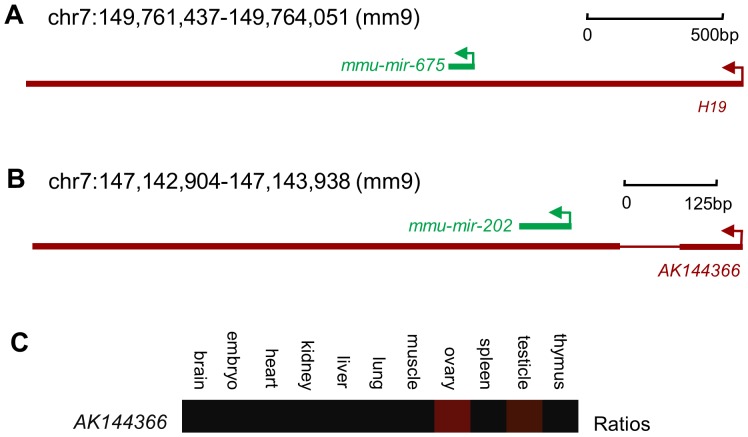
Examples of LncRNAs that overlap with microRNAs. Each panel illustrates the lncRNA (red) transcription initiation direction (indicated by an arrow) relative to an annotated microRNA (green). (A) *H19* overlaps with *mmu-mir-675.* (B) *AK144366* overlaps with *mmu-mir-202.* (C) Tissue expression pattern of *AK144366*, according to the Affymetrix Exon Tissues Track in the UCSC Genome Browser. Red indicates high level of expression.

### LncRNA-associated protein-coding genes are more likely to function in transcription-related processes

As previously mentioned, lncRNAs are often coordinately transcribed with their associated protein-coding transcripts and can regulate the expression of their adjacent or overlapping protein-coding genes in multiple ways. To some extent, the function of lncRNAs may be reflected through their associated protein-coding genes. Therefore, gene ontology (GO) term enrichment analysis of associated protein-coding genes may provide insight into the function of lncRNAs. We submitted a list of 3,275 protein-coding genes associated with differentially expressed lncRNAs to the Database for Annotation, Visualization and Integrated Discovery (DAVID) for GO term enrichment analysis and 2,940 genes had functional annotation in DAVID. The most relevant GO terms were enriched in transcription-related processes and some key transcriptional regulator genes involved in spermatogenesis occurred in the “regulation of transcription” gene list, and including *Ovol1*, *Ovol2, Lhx1*, *Sox3*, *Sox9*, *Plzf* (*Zbtb16*), *Tfam*, *Notch1* and *Tnp1* (Table 5, Table S8). It is indicated that lncRNAs were likely to perform their function at transcriptional levels by regulating transcription-related genes. In contrast, GO terms related to testis development or spermatogenesis were poorly represented and enriched (Table 5). It is noteworthy that our results showed extremely similar trends to those observed in a previous investigation [26]. 

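The enrichment analysis was not repeated here, and the values are those of the named genes. Sox3 (NM_009237) fell from 3.29 ± 0.01 to -0.55 ± 0.04 (SD, n = 2 each), a log2 fold change of -3.84 (SE 0.14, adjusted p = 0.000492 from limma). Tnp1 (NM_009407) rose from -1.67 ± 0.15 to 7.59 ± 0.23 (SD, n = 3 each), a log2 fold change of 9.26 (SE 0.10, adjusted p = 7.39e-05). Ovol1 (NM_019935) rose by 2.05 (SE 0.16, adjusted p = 0.000798) and stayed under 5-fold, but passed it without the replicate block and neonatal replicate 3, with 2.61. It lost significance without the block and neonatal replicate 1 or 2, or adult replicate 2 or 3. Over the alternatives set in advance its adjusted p lay between 0.00017 and 0.0874. Lhx1 (NM_008498) was not called, with a log2 fold change of 1.70 (SE 0.78, adjusted p = 0.114), and its 3 adult arrays had an SD of 1.73. Without replicate 3 it was called, with 2.80, as it was without the replicate block and adult replicate 3, with 2.70. No change was detectable for Tfam (NM_009360), whose log2 fold change was -0.51 (SE 0.77, adjusted p = 0.577). Sox9, Notch1 and both probes of Ovol2 could be tested only with the outlier-flagged spots kept. The log2 fold changes were then -3.12 (adjusted p = 8.26e-05) for Sox9 (NM_011448) and -3.40 (adjusted p = 0.000293) for Notch1 (NM_008714). For Ovol2 they were 5.59 (NM_026924, adjusted p = 9.66e-05) and 1.95 (NM_152947, adjusted p = 0.134).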

Although there was little GO term enrichment for testis development and spermatogenesis-related genes, we still found that approximately 2.5% of genes (69 of 2,940) had associated GO terms relating to testis development or spermatogenesis, included some well-known spermatogenesis genes, such as *Plzf* (*Zbtb16*), *Kit*, *Wt1*, *Notch1*, *Piwil1*, *Sycp2*, *Prm1* and *Prm2* (Table S9).

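Of the genes named here, Prm1 (NM_013637) rose from -4.66 ± 0.29 to 7.81 ± 0.20 (SD, n = 3 each), a log2 fold change of 12.47 (SE 0.21, adjusted p = 8.41e-05 from limma). Kit has 2 probes. They fell by 1.73 (NM_021099, SE 0.16, adjusted p = 0.00324) and by 1.76 (NM_001122733, SE 0.20, adjusted p = 0.00509) on the log2 scale, and neither reached 5-fold. After quantile normalization the probe for NM_001122733 was called, with -2.35. Wt1 (NM_144783) could be tested only with the outlier-flagged spots kept, and its log2 fold change was -1.65 (adjusted p = 0.000456), under 5-fold.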

**Table 5:** Representative results of GO term encrichment for lncRNAs associated protein-coding genes.

GO term	Count^a^	Fisher Exact p-value^b^
Transcription factor activity (GO:0003700)	187	1.5E-12
Regulation of transcription (GO:0006355)	441	4.8E-12
Positive regulation of transcription (GO:0045893)	126	3.4E-11
Transcription (GO:0006351)	358	7.8E-11
Negative regulation of transcription (GO:0045892)	84	7.3E-5
Germ cell development (GO:0007281)	24	0.023
Male gonad development (GO:0008584)	12	0.024
Gamete generation (GO:0007276)	60	0.078
Spermatogenesis (GO:0007283)	43	0.26

a The gene members, which belong to an annotation term.

b Fisher Exact p-value representing the degree of enrichment of the GO term.

### Most differentially expressed lncRNAs exhibit epigenetic modification marks and are preferentially expressed in a tissue-specific manner

Epigenetic modifications, such as DNA methylation and histone modification, are important regulators in various biological processes, including testis development and spermatogenesis. A large number of protein-coding genes are regulated during testis development and spermatogenesis via epigenetic mechanisms [68]. Similar to protein-coding genes, most lncRNAs are transcribed by RNA polymerase II and transcribed products have typical hallmarks of Pol II, such as a 5’ cap and poly(A) tail [10]. Furthermore, many lncRNAs are expressed in specific cell and/or tissue-types and during specific developmental stages. These suggest that lncRNAs may be regulated epigenetically in a similar way to protein-coding genes. This is also supported by previous studies showing that lncRNAs promoters are subject to purifying selection, are on average more conserved than promoters of protein-coding genes, and are associated with chromatin marks [9], [69]–[71]. Therefore, to investigate whether differentially expressed lncRNAs are subject to epigenetic regulation in the adult testis, we carried out an analysis to identify promoters with high CpG content (HCG), histone H3 lysine 4 trimethylation (H3K4me3) and histone H3 lysine 27 trimethylation (H3K27me3) level.

In mammals, DNA methylation occurs at cytosines within the context of the CpG dinucleotide, which are frequently found in short genomic regions including gene promoters [72]. Mammalian gene promoters can be classified into distinct categories based on their CpG dinucleotide content. HCG promoters are typically non-tissue-specific and frequently regulate housekeeping genes or genes with complex expression patterns and approximately 64% of protein-coding genes have an HCG promoter (HCP) [73]. Therefore, we first identified the promoters of lncRNAs based on CpG content and found that only 23% of differentially expressed lncRNAs (689 out of 3,025) were associated with HCPs and that the CpG observed-to-expected ratio (CpG O/E) ranged from 0.61 to 1.43 (Table S10). This result indicated that a large proportion of differentially expressed lncRNAs were likely to function in a tissue-specific manner, as suggested by previous studies [13].

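The promoter classes and marks are those of Table S10, and the sequences and chromatin data behind them were not analysed here. Of the called lncRNAs 2276 are in Table S10, and 506 of these (22.2%) have a promoter with high CpG content. Table S10 lists only the paper's own calls. The shares of promoter classes and marks are therefore no independent check of the paper's. The share was 23.4% (380 of 1621) among up-regulated and 19.2% (126 of 655) among down-regulated lncRNAs. The odds ratio was 1.29 (two-sided Fisher exact test, p = 0.0299, adjusted p = 0.0299 over 5 features). Probes are not independent replicates, so this test and those on the other features describe the calls.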

H3K4me3 and H3K27me3 regulate gene expression and therefore play key roles in multiple aspects of development [74]. Previous studies indicate that H3K4me3 is generally associated with activation of transcription, while H3K27me3 is closely associated with transcriptional repression [75]. To investigate whether H3K4me3 and H3K27me3 can affect the expression of differentially expressed lncRNAs, we assessed the levels of H3K4me3 and H3K27me3 on lncRNA promoters in adult mouse testis. We found that 73% of up-regulated lncRNAs (1,442 out of 1,963) possessed H3K4me3 marks on their promoters; in contrast, only 32% of down-regulated lncRNAs (338 out of 1062) have H3K4me3 marks (Table S10). 

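Among the lncRNAs called in the fit, 1201 up-regulated lncRNAs (74.1%) and 197 down-regulated lncRNAs (30.1%) have a score for H3K4me3 above 0 in Table S10. The odds ratio was 6.65 (two-sided Fisher exact test, p = 2.67e-84, adjusted p = 1.33e-83). It lay between 5.27 and 8.47 over the alternatives set in advance.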

The correlation between promoter H3K4me3 marks and lncRNA expression was consistent with that H3K4me3 involved in transcriptional activation. 

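A mark of H3K27me3 was present at 51 down-regulated lncRNAs (7.79%) and 60 up-regulated lncRNAs (3.70%) of the fit. The odds ratio of up-regulated against down-regulated lncRNAs was 0.455 (two-sided Fisher exact test, p = 9.12e-05, adjusted p = 0.000114).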

For H3K27me3, only 8% of down-regulated lncRNAs promoters (86 out of 1,062) were marked by H3K27me3, while 4% of up-regulated lncRNAs (71 out of 1,963) had H3k27me3-positive promoters (Table S10). Although a minority of differentially expressed lncRNAs had H3k27me3 marks on their promoters, these results were still consistent with the negative regulatory effect of H3k27me3. In addition, many promoters with H3K4me3 modification are simultaneously marked with H3K27me3 and these so-called “bivalent” domains mark developmentally-associated genes whose expression is thought to be “poised” for activation or repression during development [76]. We found that only approximately 5% of differentially expressed lncRNAs (138 out of 3,025) had bivalent promoters. However, nearly 88% of H3K27me3-positive lncRNAs promoters (138 out of 157) were also marked by H3K4me3, which is similar to previous reports for protein-coding genes [77].

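Both marks were present at 97 of the called lncRNAs in Table S10 (4.26%). These 97 are 87.4% of the 111 called lncRNAs with H3K27me3.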

In addition, previous studies revealed that HCPs are almost always decorated with H3K4me3 and prefer to regulate ubiquitous housekeeping genes [76]. 

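Of the called lncRNAs with a high CpG promoter, 479 (94.7%) also carry H3K4me3. The authors took the marks from public data on adult testis, and marks in neonatal testis were not analysed here. From these shares the paper proposes that lncRNAs with such promoters are expressed ubiquitously and that the majority of differentially expressed lncRNAs have tissue-specific functions.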

Here, we found 94% of differentially expressed lncRNAs with a HCP were associated with H3K4me3 (649 out of 689), which further indicated that these lncRNAs were extremely likely to be ubiquitously expressed as housekeeping genes and that the majority of differentially expressed lncRNAs perform tissue-specific functions.

We concluded that the majority of lncRNAs differentially expressed during testis development were likely to be expressed in a tissue-specific pattern, and that they could be regulated by epigenetic modification, similar to protein-coding genes.

### Most differentially expressed lncRNAs contain evolutionarily conserved elements

Over evolutionary time, the purifying selection of functional genomic elements results in the presence of sequences that exhibit high levels of conservation across multiple species, providing a useful indicator of function, for example, functional protein-coding sequence is often highly conserved. LncRNA sequences generally exhibit low conservation [14]; however, recent studies have revealed that a large number of lncRNAs contain a short highly conserved sequence in exons, especially in the exon-intron boundaries [78], [79]. Therefore, we identified this conserved region (termed PhastCons elements) within differentially expressed lncRNAs that are strongly conserved across species (see Materials and Methods). 

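By the PhastCons bases listed in Table S11, 1587 of the 2278 lncRNAs called both here and by the paper (69.7%) overlap conserved elements. Of these, 1478 (93.1%) hold at least 20 such bases. The share was 63.8% (1036 of 1623) among up-regulated and 84.1% (551 of 655) among down-regulated lncRNAs, an odds ratio of 0.333 (two-sided Fisher exact test, p = 5.91e-23, adjusted p = 9.85e-23).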

We found that 70% of differentially expressed lncRNAs overlapped PhastCons elements (2,129 out of 3,025), 93% of which (1,986 out of 2,129) possessed ≥20 PhastCons bases (Table S11). Hence, the majority of lncRNAs differentially expressed during testis development exhibited evolutionary conservation of primary sequences. This result was consistent with previous reports [12].

## Discussion

In recent years, increasing evidence have demonstrated that lncRNAs play key roles in the development of various tissues, such as brain [25], retina [80], mammary gland [81], heart [82], [83], and inner ear [84]. However, very few studies have been conducted on the potential roles of lncRNAs in mammalian testis development. Investigations into the molecular mechanisms of testis development and spermatogenesis, have mostly focused on protein-coding genes and small non-coding RNAs (miRNAs and piRNAs). Therefore, our understanding of lncRNA function in mammalian testis development is still extremely poor. For this reason, in the current study, we took advantage of the high throughput feature of microarrays to investigate lncRNAs expression profiles of neonatal and adult mouse testes. This is the first systematic expression profiling study of lncRNAs during post-natal development of the mammalian testis employing genome-wide techniques.

lncRNAs are generally expressed at lower levels than protein-coding genes and are more likely to display a tissue-specific pattern of expression [13], [85], [86]. To compare the overall expression status of lncRNAs and mRNAs in mouse testis, we employed microarrays containing probes for both lncRNAs and mRNAs to simultaneously detect the expression of lncRNAs and mRNAs. Consistent with previous reports, we found that only 56% of lncRNAs were expressed above background in mouse testis, while this number reached 82% for protein-coding genes. This finding suggested that lncRNAs tended to be expressed at lower levels and in a testis-specific manner and that they might represent cryptic signals that mainly fulfill regulatory functions in the control of complex testis developmental processes and spermatogenesis. In addition, we found that nearly all mitochondrial genome-derived lncRNAs on the microarray could be detected above background. This finding indicated that mitochondrial genome-derived lncRNAs were relatively abundant in testis, and that lncRNAs might be key contributors to mitochondria-mediated regulation of spermatogenesis; mitochondria are known to play an important role in spermatogenesis, such as meiosis, quality control through apoptosis and sperm motility. We also found that the number of lncRNAs transcribed from the X chromosome is much larger in the down-regulated group than the up-regulated group. It is indiatded that X chromosome inactivation during spermatogenesis could affect the expression of lncRNA similar to protein-coding genes.

In this study, we identified 3,025 lncRNAs that were significantly differentially expressed between neonatal and adult mouse testis. The dynamic change of lncRNA expression during testis post-natal development further indicated that lncRNAs might play significant biological roles in testis development and spermatogenesis. Unlike protein-coding gene or microRNAs, the function of lncRNAs cannot currently be inferred from sequence or structure. Therefore, to date, most studies have predicted function via genomic association of lncRNAs with protein-coding genes because lncRNAs often regulate the expression of their overlapping or neighboring protein-coding genes [87]. Therefore, we analyzed the genomic context of differentially expressed lncRNAs and classified them based on their genomic relationship with protein coding genes as exonic sense, intronic sense, exonic antisense, intronic antisense, bidirectional and intergenic. We found that all six categories of differentially expressed lncRNA could be examined. Strikingly, we found that nearly 43% of differentially expressed lncRNAs (1,310 out of 3,025) were long intergenic non-coding RNAs (lincRNAs). This result indicated that lincRNAs were more abundant in testis relative to other classes of lncRNAs that overlap with protein coding genes, and that they might be the major contributor to the regulatory roles mediated by lncRNAs. Interestingly, a recent study reported that 78% of all defined lincRNAs (4662 in total) exhibited tissue-specific expression patterns relative to protein-coding genes and almost a third of lincRNAs were specific to testis [59]. Combined with our findings, this suggested that lincRNAs are abundant in testis and can be considered as a new class of RNA in the testis, like piRNA [88]. To further define which biological processes lncRNAs may be involved in, we tested for GO enrichments in the set of protein-coding genes associated with lncRNAs in a genomic context. We found that protein-coding genes that overlap or are adjacent to lncRNAs were inclined to be enriched in transcription related processes. Notably, our result was consistent with previous reports on brain development and embryonic development [26], [89]. Some lncRNAs may, therefore, function as “indirect regulators” of transcription by regulating protein-coding genes responsible for transcription.

Recent studies have demonstrated that lncRNAs can be regulated by epigenetic modification of their promoter regions, such as DNA methylation and histone modification, in a manner similar to protein-coding genes. The dynamic lncRNA expression profiles during testis development prompted us to investigate promoter characteristics related to epigenetic modification, including whether promoters are high CpG content promoters (HCP), and determining levels of H3K4me3 and H3K27me3. We found that only 23% of differentially expressed lncRNAs were defined as HCPs. HCPs are generally associated with ubiquitously expressed “housekeeping” genes; therefore, we inferred that the majority of differentially expressed lncRNAs were likely to be expressed in a testis-specific manner. Our finding was consistent with previous observations showing that most lncRNAs usually exhibit tissue-specific expression patterns [59], [86]. In addition, we found that there was also a strong correlation between histone modification, including H3K4me3 and H3K27me3, and the expression level of the associated lncRNAs, similar to that observed for protein-coding genes. For instance, in adult mouse testis, we found that almost 73% of up-regulated lncRNAs and only 32% of down-regulated lncRNAs were marked at their promoters by H3K4me3. This result was consistent with previous observations showing that the H3K4me3 mark is strongly correlated with gene activation. We also found that almost all lncRNAs with HCPs often exhibited the H3K4me3 mark simultaneously, very similar to previous reports for protein-coding genes. Clearly, this sub-class of promoters preferentially regulates ubiquitous housekeeping genes further indicated that the majority of differentially expressed lncRNAs might be specifically expressed in testis. It is noteworthy that we found a small percentage of differentially expressed lncRNAs marked by both H3K4me3 and H3K27me3 in adult testis. We speculate that these lncRNAs may be important developmental regulators because developmental regulator genes often carry bivalent histone modifications of both H3K4me3 and H3K27me3 [77].

In addition, we found that approximately half the differentially expressed lncRNAs were spliced according to annotation from the UCSC Mouse Genome Browser database (mm9), similar to most protein-coding genes (Table S12). This indicated that the majority of lncRNAs differentially expressed during testis development were transcribed by RNA polymerase II (Pol II) because pre-mRNA splicing is frequently coupled to transcription mediated by Pol II [90]. Therefore, it was not surprising that lncRNAs could be regulated via similar epigenetic modifications to those that regulate protein-coding genes.

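The splice annotation is a column of Table S11. By it, 1359 of the 2278 lncRNAs called both here and by the paper (59.7%) are spliced. This held for 72.2% of the up-regulated lncRNAs (1172) and for 28.5% of the down-regulated lncRNAs (187), an odds ratio of 6.50 (two-sided Fisher exact test, p = 2.76e-82, adjusted p = 6.9e-82).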

Most lncRNAs generally exhibit poor primary sequence conservation; however, recent investigations have found short, highly conserved regions in lncRNA primary sequences. Indeed, we found that nearly 70% of differentially expressed lncRNAs contain PhastCons conserved elements. An explanation for the low sequence conservation of lncRNA sequences may be that they do not require very much nucleotide sequence conservation to maintain their functionality. Previous studies have demonstrated that a large number of lncRNAs can bind histone modification complexes, such as polycomb repressive complex 2 (PRC2), then guide these complexes to specific sites and cause the silencing of target genes via histone modification [91]. It is possible that similar secondary structures formed by lncRNAs with distinct sequence contribute to the specificity of interactions with the same protein partners. For example, *Xist* and *HOTAIR*, two well-known functionally annotated lncRNAs, bind to PRC2. Both have similar, short GC-rich stem-loop RNA motifs that are required for recruitment of PRC2 [92], [93]. Therefore, to maintain normal function, these lncRNAs may only need to conserve short stretches of sequence that form similar secondary structures. In contrast, protein coding genes are under intense selection restraints due to the need to maintain correct amino acid coding and an open reading frame.

In summary, this is the first systematic study to examine the expression profiles of lncRNAs in mammalian testis on a genome-wide scale. The dynamic expression profiles and feature analyses, including genomic context, epigenetic modification of promoters and evolutionary conservation, indicate that lncRNAs may play important roles in post-natal development of the mammalian testis. Although due to technical restriction of microarray, it is not possible to profile entire transcriptome of lncRNAs in this study; our results still provide a solid foundation for the identification and characterization of key lncRNAs involved in testis development or spermatogenesis.

## Materials and Methods

### Animals

Twenty one neonatal (6-day-old) and six adult (8-week-old) male C57BL/6 mice were purchased from SLAC Laboratory Animal Co., Shanghai, China. Mice in each age group were divided into three groups to provide three biological replicates for microarray analysis. All procedures involving animals were approved by Institutional Animal Care and Use Committee (IACUC) at Shanghai Jiao Tong University, Shanghai, China [SYXK (Shanghai 2007-0025)], and were conducted in accordance with the National Research Council Guide for Care and Use of Laboratory Animals.

### RNA isolation and labeling

RNA derived from mouse testes was purified using Trizol Reagent (Invitrogen) and treated with DNase I (Fermentas). The quantification and quality of RNA samples were assessed using a NanoDrop ND-1000 Spectrophotometer (Thermo Scientific). RNA integrity and genomic DNA contamination were examined by denaturing agarose gel electrophoresis. Double-stranded cDNA was synthetized from RNA using an oligo dT primer and a Superscript Double-Strand Synthesis Kit (Invitrogen, 11917-020). cDNA was labeled with Cy3 using the Quick Amp labeling kit (Agilent). Labeled cDNA quality assessment and quantification were performed using a NanoDrop-1000 Spectrophotometer (Thermo Scientific).

### Microarray expression analysis

Labeled cDNA was hybridized to the Mouse Stringent LncRNA Microarray (Arraystar) using Agilent’s SureHyb Hybridization Chambers according to the One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology). After hybridization and washing, slides were scanned with the Agilent DNA microarray scanner (G2505B) using the recommended settings. The resulting text files, extracted from Agilent Feature Extraction Software (version 10.5.1.1), were imported into the Agilent GeneSpring GX software (version 11.0) for quantile normalization and background correction. Probe level files and gene summary files were produced. Differentially expressed lncRNAs and mRNAs were identified through Absolute fold change and P values were calculated using Student's T-test (paired). An Absolute fold change of ≥5.0 and a P value of ≤0.05 were selected as thresholds for significant differential expression. Raw and processed microarray data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through (GEO) series accession number, GSE43442.

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed according to the manufacturer’s protocols (Roche). The qRT-PCR reactions were performed on a 96-well plate in triplicate. Each reaction consisted of a 25 µL mixture containing 12.5 µL 2×FastStart Universal SYBR Green Master (Roche), 0.3 µM forward and reverse primer and 40 ng cDNA. qRT-PCR amplifications were performed using the ABI PRISM 7500 Sequence Detection System (Applied Biosystems). Amplification conditions were as follows: 10 min at 95°C to activate the FastStart Taq DNA polymerase followed by 40 cycles of 15 s at 95°C and 30 s 60°C. A dissociation curve was drawn to ensure the validity of each specific PCR product. The qRT-PCR was repeated three times. The relative expression of genes was calculated based on the 2^−ΔΔCt^ method using the mouse housekeeping GAPDH gene as an endogenous control [94]. Differences in expression levels between two groups were evaluated using Student's t-test (paired). Primers used are shown in Table S12. The primers were designed using Primer Premier 5.0 and checked using Primer-BLAST searches to avoid cross-amplification. Amplification efficiency was evaluated via standard curve analysis.

### LncRNA genomic context analysis

We determined the genomic context of lncRNAs in relation to protein-coding genes according to a protocol that was updated for this study (Figure S3) [12]. In summary, exonic sense and antisense lncRNAs were defined where the corresponding transcript was mapped to the positive and opposite strand, respectively, of a RefSeq-annotated exon [includes 5′-untranslated region (UTR), coding exon, and 3′-UTR]. Intronic sense and antisense lncRNAs were defined where the corresponding transcript was mapped to the positive and opposite strand, respectively, of an intron of a protein-coding gene. Bidirectional lncRNAs were defined where the corresponding transcript was oriented head-head to a protein-coding gene at a distance of <1000 bp. Intergenic lncRNAs were defined where the corresponding transcript was located within an intergenic region and no overlapping or bidirectional coding transcripts were nearby.

### Gene Ontology (GO) term analysis of lncRNAs associated with protein-coding genes

Information on Gene Ontology functions of differentially expressed lncRNAs associated with protein-coding genes was obtained from the Database for Annotation, Visualization and Integrated Discovery v6.7 (DAVID) (http://david.abcc.ncifcrf.gov/) [95]. Statistically over-represented GO terms in the biological process and molecular function categories were obtained by applying a Fisher's exact p-value cutoff <0.05, and correcting for multiple testing with the Benjamini false discovery rate. The mouse genome was used as the reference set.

### LncRNA promoter analysis

High CpG content promoters (HCPs) were identified as described previously [76]. Briefly, transcripts in a 500 bp interval, within −0.5 to +2 kb of the transcription start site (TSS), with a GC fraction≥0.55 and a CpG observed-to-expected ratio (CpG O/E) ≥0.6 were classified as HCPs. The CpG O/E was calculated as described previously [96]. H3K4me3 and H3K27me3 status of promoter regions (−0.5 kb to +2 kb of the TSS) was obtained from publicly available H3K4me3 (UCSC accession: wgEncodeEM002489) and H3K27me3 (UCSC accession: wgEncodeEM002723) ChIP-Seq data previously generated from testes of 8-week-old mice, respectively. The peaks score corresponding to a promoter region was used to evaluate the level of H3K4me3 and H3K27me3 within the promoter.

### Evolutionary conservation analysis of lncRNAs

Conservation of each LncRNA was determined by intersecting its sequence with those of genome-wide PhastCons elements. The number of total bases annotated as PhastCons elements was used to evaluate the evolutionary conservation. The PhastCons program uses genome alignments across 30 vertebrate species (30-way) to identify conserved genomic regions based upon a phylogenetic hidden Markov model [97].

## Supporting Information

Figure S1 **Hierarchical clustering of mRNAs differentially expressed in neonatal and adult mouse testis.** A hierarchical clustered heat map showing the log2 transformed expression values for differentially expressed lncRNAs (absolute fold-change ≥5; P≤0.05) between neonatal (N) and adult (A) mouse testes. The intensity of the color scheme is calibrated to the log2 expression values such that red refers to higher transcript abundance and blue refers to lower transcript abundance. The bar code on the right represents the color scale of the log 2 values. Each column represents the data from one of three biological replicates of each sample.
(PPT) Click here for additional data file.

Figure S2 **Relative chromosomal distribution of up and down-regulated lncRNAs.** Chromosomes are on the X axis, and the distribution ratio is on the Y axis. Vertical bands show the ratio (up or down-regulated probe number/total probes number) of up and down-regulated lncRNAs derived from each chromosome.
(PPT) Click here for additional data file.

Figure S3 **Genomic organization of lncRNAs and their associated protein-coding genes.** Schematic diagram illustrating the six categories of genomic association of lncRNAs (orange) with protein-coding genes (blue). Transcription initiation direction is indicated by an arrow (black).
(PPT) Click here for additional data file.

Table S1 **LncRNAs expressed in mouse testis above background.**
(XLS) Click here for additional data file.

Table S2 **LncRNAs differentially expressed in neonatal and adult mouse testis.**
(XLS) Click here for additional data file.

Table S3 **mRNAs expressed in mouse testis above background.**
(XLS) Click here for additional data file.

Table S4 **mRNAs differentially expressed in neonatal and adult mouse testis.**
(XLS) Click here for additional data file.

Table S5 **Chromosome distribution of expressed lncRNAs.**
(XLS) Click here for additional data file.

Table S6 **Annotation for genomic context of differentially expressed lncRNAs.**
(XLS) Click here for additional data file.

Table S7 **Differentially expressed lncRNAs overlapping with annotated microRNAs.**
(XLS) Click here for additional data file.

Table S8 **List of lncRNAs associated protein-coding genes that enriched in transcription-related GO terms.**
(XLS) Click here for additional data file.

Table S9 **List of lncRNAs associated protein-coding genes that enriched in testis development or spermatogenesis-related GO terms.**
(XLS) Click here for additional data file.

Table S10 **Epigentic status in promoter of differentially expressed lncRNAs in adult testis.**
(XLS) Click here for additional data file.

Table S11 **Evolutionarily conserved elements in differentially expressed lncRNAs.**
(XLS) Click here for additional data file.

Table S12 **List of primers used in the validation of microarray results by Q-PCR.**
(XLS) Click here for additional data file.

# Supplementary material for: Long Non-Coding RNA Expression Profiling of Mouse Testis during Postnatal Development
**Source:** PLoS One. 2013 Oct 10;8(10):e75750. doi: 10.1371/journal.pone.0075750
**Supplement:** Figure S3 — Genomic organization of lncRNAs and their associated protein-coding genes. Schematic diagram illustrating the six categories of genomic association of lncRNAs (orange) with protein-coding genes (blue). Transcription initiation direction is indicated by an arrow (black).

## Slide 1
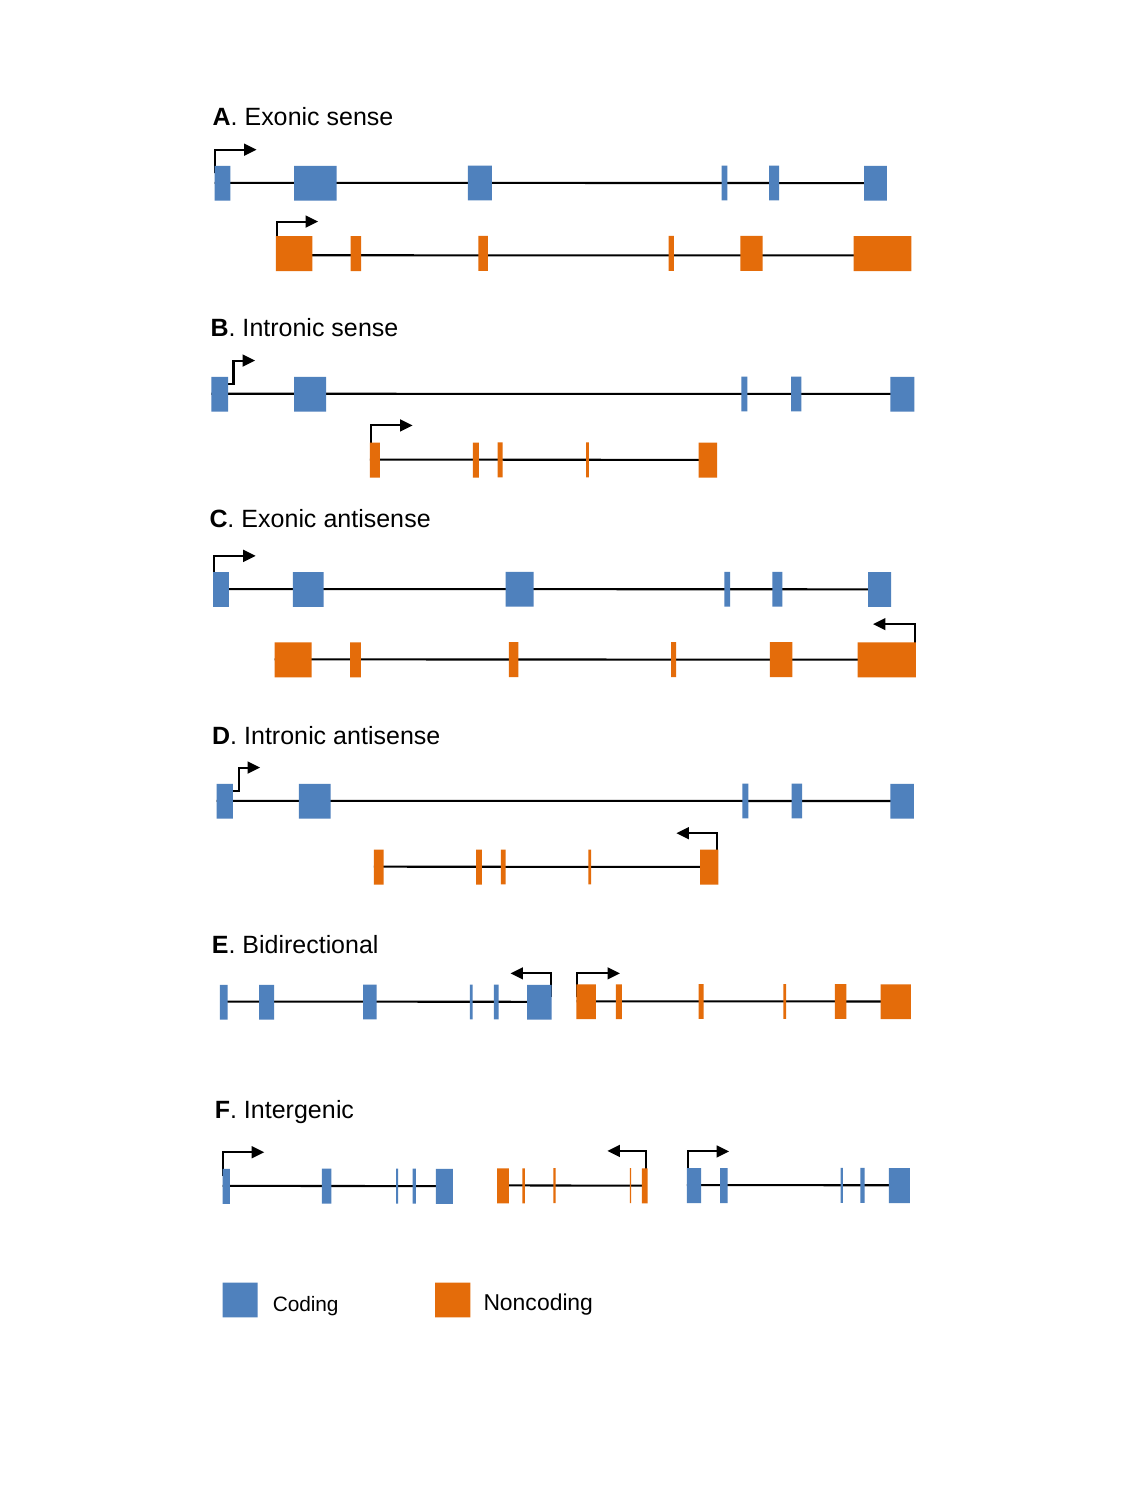

A. Exonic sense
B. Intronic sense
C. Exonic antisense
D. Intronic antisense
E. Bidirectional
F. Intergenic
Noncoding
Coding

How the deposited data were processed for this re-analysis (not part of the article)

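RNA from whole testis of neonatal mice (6 days old) and adult mice (8 weeks old) was measured on 6 arrays, 3 biological replicates per age, each on an array of its own. The authors made double-stranded cDNA with an oligo dT primer after DNase treatment, labelled it with Cy3 and read the arrays with Feature Extraction 10.5.1.1. The scanner files that the authors deposited hold the intensity of each spot, background-subtracted and detrended within the array, with no normalization between arrays. They also hold the median spot and background intensity and the scanner's flags. The authors also deposited a table of log2 values for 8265 lncRNA probes and 18506 mRNA probes, made with GeneSpring GX 11.0. The methods name quantile normalization, but on each array 99.8% of these log2 values deposited by the authors equal, within 0.001, the log2 signal floored at 5 minus a constant of that array.

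The scanner intensities were used for all results unless an alternative is named. Spots of the same probe were averaged. Each array was scaled to its 75th percentile over probes that are not controls, then a common floor was set at the highest of the arrays' scaled values for a signal of 5 (-7.23 on the log2 scale), and the log2 was taken. The probe classes follow the design numbers of the lncRNA, ultraconserved-region and mRNA probes in the files, and 65 other probes were left out. Control spots and outlier-flagged spots were left out, and no spot was saturated. Probes well above background on at least 1 array were tested with limma 3.58.1 in R 4.3.3, with the replicate number as a block and at least 2 complete pairs. limma's prior degrees of freedom were 2.09. Thresholds were an absolute fold change of at least 5 and a Benjamini-Hochberg adjusted p of at most 0.05. Other tests were run with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.

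The arrays correlated across probes with Pearson's r between 0.975 and 0.994 within an age and between 0.659 and 0.682 between ages. Signal over background sets what can be measured at the low end. The lowest signal of any spot well above background was between 6.09 and 24.0 over the arrays. To check the pairing, each array's deviations from the mean of its age were correlated between ages. The correlation was 0.401, 0.339 and 0.681 for replicates 1 to 3. Arrays on the same slide with different numbers correlated as much, at 0.432 and 0.374, so these values do not tell a pairing by number from an effect of the slide. The replicate number was kept as a block because the methods name a paired test. Between slides the correlations lay between -0.586 and -0.481. Centring on 3 arrays forces some negative values.

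Genes named in the text were set by a rule. They are every lncRNA or gene that the paper names beside an expression statement or in its Tables 2 to 5. In each direction and class, the 3 largest changes among calls measured on all 6 arrays with no outlier-flagged spot and alike in all pairs were added, and the 3 largest lower bounds. mRNA probes were named through their RefSeq accessions with a table on GRCm38.p6, which matched 21901 of 22464 probes (97.5%). The same table gave the chromosome of each mRNA, and for the 1042 genes compared with Table S3 the chromosomes were the same in 1042. Positions of lncRNAs come from Table S2 and are on mm9. Tables S1, S3, S4 and S6 were held in part: 1998 of 8265 entries of Table S1, 1083 of 18563 of Table S3, 1999 of 2228 and 964 of 3736 of the sheets of Table S4, and 800 of 1308 intergenic entries of Table S6. No overlap or enrichment was computed on these parts.

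The fit was tested on simulated data with the real probes, 200 of them changed by known amounts. With noise drawn from the spread of the neonatal arrays, 50 of 163 changed and tested probes were recovered in 1 draw (30.7%), with 0 false calls among 24517 tested probes. At an unadjusted p of at most 0.05, 96.3% of them passed, so the adjustment over all probes is where most were lost. A second simulation with the residual spread of the blocked fit, added after the result of the first was seen, recovered 98 of 163 in 1 draw (60.1%) with 0 false calls. Over 20 draws of each, a number chosen later, the share recovered lay between 24.1% and 42.9% in the first simulation and between 42.2% and 66.5% in the second, with at most 2 false calls. The fit can therefore miss many true changes where few probes change. With nothing changed, 0 calls were made by limma, and 5.90% of probes had an unadjusted p of at most 0.05. No change was called in the wrong direction (0 sign errors).

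The alternatives, set before the data were examined, were no floor, a floor of 5 before scaling, quantile normalization, a shift to the median, the constants of Table S1, and the authors' log2 values. Others were the normexp background correction with an offset of 50, filters on dim probes, no replicate block, the slide as a block, an intensity trend in the prior variance and the methods' t-test before and after adjustment. A fold change of at least 2, other detection rules, and leaving out each replicate number or each single array completed the list. normexp was run on median spot signals, since the files hold no mean signal. Its offset of 50 exceeds the lowest signals well above background, so it shrinks the changes of dim probes by construction. Added after seeing the data were fits with the outlier-flagged spots kept, a fit on the authors' probes only, the methods' t-test on the authors' log2 values, and detection with outlier-flagged spots counted as not detected.

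Lists of marker genes of 9 cell types (Sertoli, Leydig, peritubular myoid, spermatogonia, spermatocyte, spermatid, macrophage, endothelial and erythroid) were written in advance, to follow the cell composition of whole testis. Each list's median log2 fold change was set against 10000 random lists of the same size matched on mean level. The qRT-PCR measurements at other ages, the enrichment of gene ontology terms, the chromosomes of all detected lncRNAs and the chromatin data behind Table S10 were not analysed here.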

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

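The tests on probes outside the authors' value table and on ultraconserved-region probes were chosen after the result was seen.

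A signal in data that the paper did not analyse was seen for lncRNA probes outside the authors' table of log2 values. That table lists 8265 lncRNA probes. Leaving aside ultraconserved regions, 2075 further lncRNA probes were above background on at least 1 array with a spot that was not outlier-flagged. Of these, 1666 could be tested and 382 were called, 160 higher and 222 lower in adult testis. A filter by the authors on low or outlier-flagged spots is argued against as the whole reason for their absence, because 422 of the 2075 were above background and free of outlier flags on all 6 arrays. Among their calls 41.9% were up-regulated, nearer to the mRNA probes (47.9%) than to the lncRNA probes in the authors' table (71.9%). A candidate explanation is that many of these probes read protein-coding transcripts, which the authors may have set aside. The share of up-regulated calls is the only test of it made here. A change of the lncRNAs themselves with age stays open as well and was not tested apart from it.

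Probes for ultraconserved regions were also called, which the paper does not discuss. Of 962 such probes on the array 309 could be tested and 20 were called, 5 higher and 15 lower in adult testis. On the authors' own log2 values, which hold 285 of these probes, the methods' t-test at its threshold passed 27, of which 6 were up and 21 down, and 0 are in Table S2. The probe for uc.61- was at least 53.7-fold higher in adult testis and that for uc.30- at least 45.1-fold (adjusted p = 0.000145 and 8.41e-05 from limma). These probes were named after their values were seen. Signal at the level of the negative controls is argued against, since the lowest share of these probes above background on any array was 16.7%, against at most 3.50% of the negative-control spots. Genomic DNA in the samples would light both strands of an element. Of the 20 called probes, 11 had another strand that was above background on no array, that of uc.61- among them, and genomic DNA is argued against for these 11. For the other 9 it stays open. The other strand of uc.30- was above background on all 6 arrays. A change in transcription of these regions with age may remain as an explanation and was not tested.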

How the results depend on the processing

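The fits with outlier-flagged spots kept, on the authors' probes only, and with the methods' t-test on the authors' log2 values were chosen after the result was seen.

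Of the values that answer a comparison, 295 under the alternatives set in advance kept their direction and their side of a p of 0.05 (counts, within 1.5 times), 38 counts moved further, 3 reversed and 3 lost significance. Under those added later, 43 kept theirs and 1 moved. For single genes the direction and the side of an adjusted p of 0.05 were compared, and not the 5-fold threshold. For marker lists it was the sign of the median, and its distance against the SD between pairs. Of both together, 628 kept theirs in advance, 73 moved, 9 reversed, 3 gained and 14 lost significance. Under those added later 84 kept theirs and 4 moved. The settings also move the middle of the values: relative to the percentile shift, the median log2 fold change of all tested probes moved by -0.36 after quantile normalization, -0.23 with the median shift, -0.30 with the constants of Table S1, -0.38 on the authors' log2 values and 0.47 after normexp.

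The count of differentially expressed lncRNAs was 1658 after the normexp background correction and 5510 with a fold change of at least 2, which gave 2955 up-regulated and 2555 down-regulated lncRNAs. Down-regulated lncRNAs numbered 1426 after quantile normalization and 279 after normexp. For mRNAs the count was 2537 after normexp, 6149 on the authors' log2 values and 9057 with a fold change of at least 2, which gave 3530 up-regulated and 5527 down-regulated mRNAs. Down-regulated mRNAs numbered 1037 after normexp, 3873 on the authors' log2 values, 1265 by the methods' t-test after Benjamini-Hochberg adjustment and 3717 by the methods' t-test on the authors' log2 values. A lower fold threshold counts more probes by construction. The offset in normexp shrinks the changes of dim probes, which works towards fewer calls. For the other settings the cause was not tested.

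With a replicate number or a single array left out, differentially expressed lncRNAs numbered 1573 to 2803, up-regulated 1034 to 1893 and down-regulated 539 to 970. Differentially expressed mRNAs numbered 1774 to 3994, up-regulated 847 to 1921 and down-regulated 921 to 2151. The lowest values belong to fits without replicate 1 or 2, in which fewer probes were tested. The fit without the replicate block gave 2759 lncRNAs and 3953 mRNAs, and no named gene changed its call under it.

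The rho of bidirectional pairs lay between -0.081 (without replicate 1, 26 pairs) and 0.306 (without the replicate block and adult replicate 2, 37 pairs) with a replicate or array left out. It lost significance at 0.094 without replicate 2 (25 pairs), at 0.273 without the replicate block and adult replicate 1 (39 pairs) and at that highest value. The rho of intronic antisense pairs lay between -0.061 (without the replicate block and adult replicate 1, 55 pairs) and 0.100 (without replicate 3), and was -0.01 without replicate 1. Fewer pairs were tested in these fits.

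Medians of marker lists changed sign where few of their genes could be tested. The ranges here are those with a replicate number or a single array left out. Peritubular myoid markers lay between -1.94 and 0.82, and were positive without replicate 1 (0.69, 2 genes) or replicate 2 (0.46, 1 gene), and without the replicate block and neonatal replicate 1 (0.82, 2 genes) or neonatal replicate 2 (0.42, 1 gene). Spermatocyte markers lay between -2.32 and 2.74. They were negative without replicate 1 (-2.08) or replicate 2 (-1.96), and without the replicate block and adult replicate 1 (-2.32) or adult replicate 2 (-1.93), each over 1 gene. Macrophage markers lay between -0.569 and 0.006, the highest without the replicate block and neonatal replicate 1, over 1 gene.

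Signal over background limits the lower side of many changes, for which only bounds are given. The methods' t-test and the trend gave no values for single genes, lists or pairs.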

Differences from the paper's values

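The methods' t-test on the authors' log2 values and the fits with outlier-flagged spots kept or on the authors' probes only were chosen after the result was seen.

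The paper gives 3736 down-regulated mRNAs, and the fit gave 2074. Of the alternatives set before the data were examined, quantile normalization (2892), the shift to the median (2666), the constants of Table S1 (2833), the authors' log2 values (3873) and a fold change of at least 2 (5527) gave values within 1.5 times the paper's. The other alternatives did not: no floor (2368), the floor before scaling (2217), normexp (1037), the filters on dim probes (2077, 2076 and 1841 with no filter), no replicate block (2038), the slide as a block (2076), the intensity trend (2081), the methods' t-test before and after adjustment (1741 and 1265), and leaving out replicates or arrays (921 to 2151). Chosen after seeing the values, the methods' t-test on the authors' log2 values gave 3717 and the fits with outlier-flagged spots kept gave 2970 with the block and 2964 without it, all within 1.5 times. The fit on the authors' probes only, also chosen then, did not (2061).

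For the Meg3/Gtl2 probe uc007pat the paper gives an 8.47-fold higher level in neonatal testis, and the fit gave 4.21-fold. Within 1.5 times the paper's value were no floor (8.48-fold), the floor before scaling (7.07-fold), quantile normalization (8.71-fold), the constants of Table S1 (8.47-fold) and the authors' log2 values (8.47-fold). The shift to the median (5.08-fold), normexp (1.28-fold), no replicate block and the slide as a block (4.21-fold each) were not, nor was leaving out replicates or arrays (3.72-fold to 5.31-fold).

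The paper calls H19 the most significantly down-regulated lncRNA. With outlier-flagged spots kept it had the largest fall, but by p it stood at place 306 of 1125. It stood at place 183 of 1144 on the authors' log2 values and at place 475 of 1083 by the methods' t-test on these values.

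The paper's text describes AK144366 as down-regulated in neonatal testis. In the fit it was higher in neonatal testis, with a log2 fold change of adult over neonatal testis of -3.32.

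The paper describes AK052984 as high in adult testis and lists it among its calls. The fit gave at least 2.88-fold and did not call it, but this lower bound does not exclude a change of 5-fold or more. Its log2 fold change passed 5-fold with no floor (3.34), with the floor before scaling (2.95), after quantile normalization (2.45), with the constants of Table S1 (2.69) and on the authors' log2 values (2.69).

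Of the 3025 lncRNAs that the paper calls in Table S2, 2692 could be tested and 2278 were called. The other 333 could not be tested with outlier-flagged spots left out. With the spots kept, an alternative chosen after seeing the values, 312 of the 333 were called. Among the 333 are 5 whose fold change is compared here, and all 5 were called with the spots kept. Speer5-ps1 was at least 203.9-fold higher in adult testis (the paper's value is 330.46) and AK018942 at least 6906-fold (the paper's is 14097.462). H19, AK011865 and AK033245 were 304.9-fold, 12.3-fold and 14.7-fold higher in neonatal testis (the paper's values are 365.50, 14.700 and 17.668).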

Other observations

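The tests on the background correction, on the number of probes tested when outlier-flagged spots are left out and on the slide were chosen after the result was seen.

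The calls were set against all 10 splits of the 6 arrays into 3 and 3. The real split gave 2759 lncRNA calls and 3953 mRNA calls without the replicate block, and for both counts 1 of the 10 splits, the real one, gave as many. With 3 arrays against 3 this share cannot fall below 0.1, so chance cannot be excluded by this count. The other splits gave 0 calls in limma. Each of them mixes both ages in both groups, so the age difference enters the residual spread and works against any call. These splits therefore give no rate of false calls. At an unadjusted p with the same fold threshold the other splits gave at most 131 lncRNAs and 573 mRNAs, against 2761 and 3957 in the real split. Of the 10 splits 4 part all 3 pairs, the real one among them, and the others part 1 pair, and the 131 and 573 come from a split that parts all 3.

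Lists of marker genes followed the cell composition of whole testis. The median log2 fold change was 10.81 for spermatid markers (8 of 10 genes tested) and 2.74 for spermatocyte markers (4 of 8, percentile 99.5 among 10000 random lists). No random list had a higher median than the spermatid markers. It was -2.28 for spermatogonia (7 of 9, percentile 0.11), -2.10 for Sertoli (4 of 10, percentile 2.96), -1.91 for peritubular myoid (5 of 6, percentile 2.57) and -2.01 for endothelial markers (5 of 5, percentile 4.95). It was -0.57 for macrophage (3 of 5, percentile 54.0), 0.50 for Leydig (4 of 7, percentile 73.1) and 1.32 for erythroid markers (3 of 6, percentile 94.3). The sign of the spermatocyte, peritubular myoid and macrophage medians depended on single arrays. Medians of other lists kept their sign but moved. Without replicate 2 the endothelial median was -0.73 (2 genes), the Leydig median 1.73 (1 gene) and the erythroid median 0.56 (2 genes). With outlier-flagged spots kept, the medians were 10.77, 3.03, -2.43, -2.34, -1.99, -2.11, -0.55, 0.77 and 0.66 in the same order.

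H19 fell in adult testis. Dilution of somatic cells by germ cells as the whole cause is argued against, because with outlier-flagged spots kept the largest fall among 21 tested Sertoli, Leydig and peritubular markers was -3.75 (Inhbb), and 0 fell as far as H19 (-8.25). A fall within a cell type, or the loss of a cell type that these lists leave out, stays open and was not tested.

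X-linked lncRNAs were over-represented among down-regulated calls. X-linked mRNAs were as well (odds ratio 2.43), so a fall of X-linked transcripts as a class, coding and non-coding alike, may explain the pattern. The odds ratio was higher for lncRNAs (6.60), and the difference between the classes was not tested. The lncRNAs were limited to those that the paper also calls, and the mRNAs were not. A change in the mix of cell types with age stays open.

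Called lncRNAs were mostly up-regulated. The centring of the arrays as the cause is argued against, since the lowest share over the centrings was 57.6%, after quantile normalization. Called mRNAs were mostly down-regulated, with 52.1% as the lowest share over the centrings. None of the centrings compared moves the median of all probes up, so this test cannot decide, and the centring and a biological difference cannot be told apart for the mRNAs. The background correction may account for this majority, as the share was 40.9% after normexp. That correction also moved the median of all probes up, by 0.47, so its effect is not separate from that of a centring. The majority of mRNAs is therefore open to the processing, and a difference between the ages was not tested apart from it.

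The log2 fold changes of lncRNAs and associated mRNAs went together in exonic sense pairs (rho 0.579). The test compared them with 2 other contexts, exonic antisense and bidirectional. Their rho exceeded that of exonic antisense pairs by 0.279 (permutation p = 0.0001, the smallest that 10000 permutations can give), and that of bidirectional pairs by 0.309 (permutation p = 0.0008). Intronic sense pairs, with 0.418, were not compared in a test, and more of them changed in the same direction (89.7% against 85.4%). Over the alternatives set in advance, rho of exonic sense pairs lay between 0.295 and 0.611. It was below that of exonic antisense pairs without replicate 1 (0.296 against 0.384) or replicate 2 (0.295 against 0.401). The same held without the replicate block and adult replicate 1 (0.342 against 0.449) or adult replicate 2 (0.352 against 0.464). Because the order depends on these arrays, a reading of the same transcription unit by both probes and regulation of the mRNA by the lncRNA cannot be told apart here.

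Leaving out outlier-flagged spots gave 6759 calls of 24517 tested probes, against 8803 of 29888 with the spots kept. The smaller number of probes tested may account for this, since over the probes tested in both fits the counts were 6759 and 6806, a ratio of 1.007, with 6692 probes called in both. The arrays of replicate 3 deviated together. Within a slide all correlations between ages were positive, the lowest 0.339, but the slide holds both arrays of replicate 3 and no other, so the slide and the replicate number cannot be told apart.

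With outlier-flagged spots counted as not detected, a rule added after seeing the data, 10374 lncRNA probes (70.5%) and 18609 mRNA probes (82.8%) were detected.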
